# Phenotypic and transcriptomic analysis reveals early stress responses in transgenic rice expressing Arabidopsis DREB1a

**DOI:** 10.1002/pld3.456

**Published:** 2022-10-19

**Authors:** Yasmin Vasques Berchembrock, Bhuvan Pathak, Chandan Maurya, Flávia Barbosa Silva Botelho, Vibha Srivastava

**Keywords:** abiotic stress, Arabidopsis DREB1a, drought stress, *Oryza sativa*, salinity stress, stress tolerance, transcriptome

## Abstract

Overexpression of Arabidopsis dehydration response element binding 1a (*DREB1a*) is a well‐known approach for developing salinity, cold and/or drought stress tolerance. However, understanding of the genetic mechanisms associated with *DREB1a* expression in rice is generally limited. In this study, *DREB1a*‐associated early responses were investigated in a transgenic rice line harboring cold‐inducible *DREB1a* at a gene stacked locus. Although the function of other genes in the stacked locus was not relevant to stress tolerance, this study demonstrates *DREB1a* can be co‐localized with other genes for multigenic trait enhancement. As expected, the transgenic lines displayed improved tolerance to salinity stress and water withholding as compared with non‐transgenic controls. RNA sequencing and transcriptome analysis showed upregulation of complex transcriptional networks and metabolic reprogramming as *DREB1a* expression led to the upregulation of multiple transcription factor gene families, suppression of photosynthesis, and induction of secondary metabolism. In addition to the detection of previously described mechanisms such as production of protective molecules, potentially novel pathways were also revealed. These include jasmonate, auxin, and ethylene signaling, induction of *JAZ* and *WRKY* regulons, trehalose synthesis, and polyamine catabolism. These genes regulate various stress responses and ensure timely attenuation of the stress signal. Furthermore, genes associated with heat stress response were downregulated in *DREB1a* expressing lines, suggesting antagonism between heat and dehydration stress response pathways. In summary, through a complex transcriptional network, multiple stress signaling pathways are induced by DREB1a that presumably lead to early perception and prompt response toward stress tolerance as well as attenuation of the stress signal to prevent deleterious effects of the runoff response.

## 1 INTRODUCTION

*Arabidopsis thaliana* transcription factor, dehydration response element binding 1a (DREB1a), is induced by cold, drought, and salinity and considered highly promising for engineering abiotic stress tolerance in plants (Kasuga et al., 1999; Smirnoff & Bryant, 1999). Although its constitutive overexpression is deleterious to plant growth, its conditional expression under abiotic stress‐inducible *A. thaliana RD29a* promoter minimally affects plant growth and confers stress tolerance (Ito et al., 2006; Kasuga et al., 1999). Further, because *RD29a* is a stress‐induced gene, it could promote *DREB1a* expression sustainably during stress conditions. *RD29a* promoter strongly induced *DREB1a* expression under salinity, cold, and drought conditions in Arabidopsis (Kasuga et al., 1999), and the expression of *RD29a:DREB1a* conferred tolerance to salinity, drought, and/or freezing stress in diverse plant species including rice (Datta et al., 2012; Ganguly et al., 2020; Geda et al., 2019; Latha et al., 2019; Muthurajan et al., 2021; Oh et al., 2005; Ravikumar et al., 2014), peanuts (Bhalani et al., 2019; Bhatnagar‐Mathur et al., 2007; Devi et al., 2011; Sarkar et al., 2016), chickpea (Anbazhagan et al., 2015), soybean (de Paiva Rolla et al., 2014), chrysanthemum (Hong et al., 2006; Ma et al., 2010), potato (Behnam et al., 2007; Shimazaki et al., 2016), and *Salvia* sp. (Wei et al., 2016). It is now well established that enhanced expression of *DREB1a* by stress‐regulated promoters such as *RD29a* is an effective strategy for conferring abiotic stress tolerance. However, whether a single gene will be sufficient to manage field‐level stress conditions is debatable. It is likely that stress tolerance genes such as *DREB1a* will have to be co‐located with other genes that either confer stress tolerance or help overcome growth or yield trade‐offs imposed by stress response genes (Kudo et al., 2019; Shailani et al., 2021).

In the present study, transgenic rice developed through Cre‐*lox* recombination‐mediated site‐specific integration of multigene cassette were used (Srivastava & Ow, 2002). The rice lines contained *RD29a:DREB1a* gene along with four marker genes and the Cre‐*lox* method facilitated precise full‐length integration of the multigene cassette into a predetermined genomic locus (Pathak & Srivastava, 2020). Thus, the functionality of *DREB1a* in *japonica* rice was tested from a stacked locus consisting of five genes: neomycin phosphotransferase II (*NPT II*), β‐glucuronidase (*GUS*), green fluorescence protein (*GFP*), red fluorescence protein (ppor*RFP*), and *DREB1a*.

Under the stress condition, Arabidopsis DREB1a interacts with *cis*‐acting *DRE* (dehydration responsive elements: RCCGAC, where R = A/G) for the regulation of stress responsive genes (Dubouzet et al., 2003; Yamaguchi‐Shinozaki & Shinozaki, 1994). In Arabidopsis, its overexpression induces various stress‐responsive genes that contain *DRE* in response to drought, salinity, and cold stress (Kasuga et al., 1999; Maruyama et al., 2004). However, in spite of its popularity in crop biotechnology, only a limited investigation has been done to reveal the downstream targets of DREB1a in crop species such as rice. Microarray analysis of *japonica* rice seedlings expressing *ZmUbi1:DREB1a* (strong constitutive expression) found potential DREB1a targets but did not shed light on the mechanisms associated with drought/salinity tolerance (Oh et al., 2005). Ito et al. (2006) found proline and various sugar accumulations in rice overexpressing *DREB1a* or its rice ortholog (*OsDREB1a*) and proposed accumulation of these molecules as part of the stress tolerance mechanism. Latha et al. (2019) using microarray showed induction of *DRE*‐containing genes encoding chloroplast structure and function in *RD29a:DREB1a indica* rice exposed to drought at reproductive stage. Similarly, RNA‐seq analysis of *Salvia* sp. expressing *RD29a:DREB1a* showed induction of genes involved in photosynthesis, signal transduction, and transcriptional activation, as well as carbohydrate transport, metabolism, and protein protection (Wei et al., 2016). Finally, a study on *DREB1a* overexpressing chrysanthemum found similarities between DREB1a regulon of chrysanthemum and that of rice and Arabidopsis. This study used suppressive subtractive hybridization approach for identifying DREB1a targets in chrysanthemum (Ma et al., 2010).

Here, we analyzed transgenic rice lines (cv. Taipei‐309) that contained a stack of five genes, including *RD29a:DREB1a*. Taipei‐309 is a chilling‐tolerant but drought‐ and salinity‐sensitive *japonica* rice (Li et al., 2010). Therefore, only drought and salinity stress tolerance were studied at the young vegetative stages in the artificial media or greenhouse. The transgenic lines expressing *RD29a:DREB1a* showed significantly improved tolerance to both salinity (100–150 mM NaCl) and drought (10% soil water content [SWC]) in comparison with the non‐transgenic controls. Transcriptomic analysis showed that induction of *DREB1a* led to the onset of complex transcriptional reprogramming along with hormone signaling and accumulation of a variety of protective molecules that protect the cellular components from the damaging effects of the stress. As some of these mechanisms have been reported in drought/cold/salinity stressed plants (Yamaguchi‐Shinozaki & Shinozaki, 2006; Zhang et al., 2021), their enrichment in *DREB1a* overexpressing lines indicates involvement of multiple pathways and cross‐talks among various transcription factors during early phase of the exposure to adverse condition toward preparing the plant to survive the dehydration stress.

## 2 MATERIALS AND METHODS

### 2.1 Plant materials

The previously described multigene stacked lines of rice cv. Taipei‐309 were used in the present study for drought and salinity stress (Pathak & Srivastava, 2020). These lines contained *RD29a:DREB1a* gene in addition to four marker genes each expressed by strong constitutive or inducible promoters (*NPTII*, *GUS*, *GFP*, and *pporRFP*). These lines were developed using a multigene vector, pNS64, in the T5 founder line using Cre‐*lox* mediated site‐specific integration approach (Srivastava & Ow, 2002). Because each multigene stacked line is isogenic, and harbored identical transgene integration and genomic location pattern, T1 seeds from homozygous lines carrying biallelic integration of pNS64 construct (lines #11 and #29) or the hemizygous lines containing monoallelic integration (lines #9 and #10) were used in the study (see Pathak & Srivastava, 2020). Here, phenotypic data from homozygous lines are presented. For simplicity, the multigene transgenic lines harboring *RD29a:DREB1a* are referred to as “transgenic” (T) and the parental T5 line as “non‐transgenic” (N) in this study.

### 2.2 Salinity stress analysis

Rice seeds were germinated on MS½ medium solidified with 2% Phytagel, and the seedlings at S3 stage, that is, having a prophyll emerged from coleoptile, were transferred to borosilicate glass tubes containing MS½ medium supplemented with 0 (control), 100, or 150 mM NaCl. The seedlings were kept under light intensity of 20–40 μE/m^2^/s at 28°C until third leaf stage (V3) (Moldenhauer et al., 2018). The experiment was conducted in complete randomized design in a factorial scheme (2 × 3), two genotypes in three salinity conditions, with 15 replications and a single plant as the experimental unit. The number of chlorotic and necrotic leaves was evaluated daily, and the growth rate (GR) of the seedlings was evaluated every 3 days using the formula $\mathrm{GR}=l_{x}-l_{y}$, in which $l_{x}$ is the length of the seedling (cm) measured from the base of the stem to the end of the extended leaves on the day and $l_{y}$ is the same length (cm) observed in the previous measurement.

### 2.3 Water withholding stress analysis

Rice seeds were germinated on MS½ medium until the S3 stage when it was transferred individually to pots of 0.6 L containing 45 g of a dry mixture of sphagnum peat moss and perlite (9:1), PRO‐MIX LP15®. Before sowing, each pot was weighed, saturated with water, and placed in a tray filled with water for 2 days. The pots were then removed from the tray and placed on a grid until the water drained. When no dripping was observed, the pots were weighed again, and this weight was considered as the field capacity (100% SWC). The weight of SWC at the field capacity was calculated as the difference between the pot weight with water‐saturated soil and with dry soil (Almeida et al., 2016). All the plants were kept at field capacity for 2 weeks, when half of the plants were subjected to water stress. The irrigation in these plants was suspended, and the pots were weighed every day until they reached 10% of SWC (representing a severe stress). Subsequently, the plants were irrigated again for 1 week for recovery. The plants were kept in growth chamber at 28°C and 300–500 μE/m^2^/s light intensity with a 12‐h photoperiod during throughout the experiment. A completely randomized design in a factorial scheme (2 × 2) with 10 replications was used with one plant as the experimental unit. The two treatments consisted of two water regimes, well‐watered control (100% SWC) and water stressed condition (10% SWC). The plants in stress were checked every day to determine the SWC at which the plants started to display the first symptoms of withering, chlorosis, and leaf senescence. After 1 week of recovery, all the plants were analyzed for percentage of leaves with chlorosis and percentage of leaves with necrosis.

### 2.4 Statistical analysis

The phenotypic data were statistically analyzed by analysis of variance (ANOVA) and the Tukey test for comparisons among treatment; the means was applied with 5% as the level of significance using PROC MIXED of SAS (SAS, 2013) and R (R Core Team, 2017) software using fBasics and agricolae packages.

### 2.5 RNA‐seq

Seeds of the transgenic (T) and non‐transgenic controls (N) were germinated in Petri dishes containing MS½ media and grown in 16/8 h (day/night) condition at 28°C in 150 μE/m^2^/s light intensity. Ten‐day‐old seedlings were divided into two groups: cold‐shock treatment (CS) and the control treatment at the room temperature (RT). Cold‐shock treatment was done by placing the plates on crushed ice in 4°C chamber for 20 h starting at 2 p.m. and ending at 10 a.m. on the next day. The control plates were kept at ambient RT during the same time. At the end, the aerial portion of seedlings was separated from the roots and snap‐frozen for total RNA isolation using Trizol reagent (Thermo Fisher Scientific, USA). RNA was treated with DNase I, and its concentration and quality were measured with Qubit 2.0 fluorometer (Thermo Fisher Scientific, USA). Subsequently, RNA samples of all six seedlings (biological replicates) were pooled for each genotype and treatment, yielding four pooled groups: T_CS, T_RT, N_CS, and N_RT. Two technical replicates of each pooled group were submitted for cDNA library synthesis, and Illumina sequencing was done at Novogene Inc. RNA quality and quantity was determined by High Sensitivity RNA TapeStation D1000 ScreenTape (Agilent Technologies Inc., California, USA) and Qubit 2.0 RNA High Sensitivity assay (Thermo Fisher Scientific, USA), respectively. Paramagnetic beads coupled with oligo d(T)25 were combined with total RNA to isolate poly(A)+ transcripts based on NEBNext® Poly(A) mRNA Magnetic Isolation Module manual (New England BioLabs Inc., Massachusetts, USA). All libraries were constructed (average insert size ~270 bp) according to the NEBNext® Ultra™ II Directional RNA Library Prep Kit for Illumina® (New England BioLabs Inc., Massachusetts, USA) and sequenced with Illumina® 8‐nt dual‐indices for paired‐end sequencing on Illumina® HiSeq (Illumina, California, USA) with a read length configuration of 150 paired‐end for 40 million paired‐end reads per sample (20 million in each direction). The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE185088 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE185088).

### 2.6 Differential gene expression analysis

The differential gene expression analysis was performed using main GALAXY platform (usegalaxy.org) version 2.7.5b (Afgan et al., 2018). The raw data quality in the fastq format was assessed using FastQC tool. Further quality check and removal of adapter sequences were done by TRIMMOMATIC tool using SLIDINGWINDOW, MINLEN, and AVGQUAL parameters. The raw reads were mapped on RNA‐STAR using rice genome (*O. sativa* japonica group) downloaded from Ensemble version 48 in the FASTA format (ftp://ftp.ensemblgenomes.org/pub/plants/release‐48/fasta/oryza_sativa/dna/Oryza_sativa.IRGSP‐1.0.dna.toplevel.fa.gz). The Ensemble version 48 cDNA annotation in GTF format (ftp://ftp.ensemblgenomes.org/pub/plants/release-49/gtf/oryza_sativa/Oryza_sativa.IRGSP-1.0.48.gtf.gz) was used for generating the genome indexing. The normalized counts were obtained from Featurecounts version 1.6.4 (Liao et al., 2014) using Gene‐ID “t” read count, gene_id features, and differentially expressed genes (DEG) were obtained using edgeR with log_2_ fold change (FC) ≥ 2, *P*‐value ≤ .05, using *P*‐value adjustment method of Benjamin and Hochberg (Liu et al., 2015). The genes were considered differentially expressed if values were above the threshold (log_2_FC ≥ 2 or ≤−1, FDR ≤ 0.01) in the comparisons of cold‐stressed *RD29a:DREB1a* transgenic lines (T_CS) versus cold‐stressed non‐transgenic control (N_CS) and in room‐temperature *RD29a:DREB1a* transgenic lines (T_RT) versus room‐temperature non‐transgenic controls (N_RT). To determine the read counts for transgenes stacked in the transgenic line, the reads from T_CS and T_RT were filtered using BAM Split tool into mapped and unmapped reads, and unmapped reads were mapped against *NPTII* (U55762.1), *GFP* (U55762.1), *GUS* (AF485783), *DREB1a* (NM_118680.2), and *pporRFP* (DQ206380.1) sequences downloaded from NCBI in the fasta format using “map with BWA version” 0.07.17.4 (Li & Durbin, 2010) containing “IS” algorithm mode. These aligned reads were sorted using Samtools, and reads were obtained using Samtools idxstat. Heatmaps of DEGs, k‐means clusters, and gene network were developed using iDEP.94 (http://bioinformatics.sdstate.edu/idep94/; Ge et al., 2018). Gene Ontology (GO) and the gene set enrichment analysis for the DEGs were also carried out on iDEP.94, and Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis was performed on BLASTKOALA (https://www.kegg.jp/blastkoala/; Kanehisa et al., 2016).

### 2.7 Search of DRE elements

Drought response element (DRE) in DEGs was searched using PLANT PAN 3.0 (Support ≥ 70% frequency of promoters containing the transcription factor [TF]; Chow et al., 2019). For this purpose, 2‐kb sequence upstream of the start codon of 683 upregulated genes (log_2_ FC ≥ 2, FDR < 0.01) were obtained from BioMart in Plant Ensemble v48. The extracted regions of these genes were searched for DRE core‐motif (A/GCCGAC) #292.

### 2.8 qRT‐PCR

The pooled RNA for each genotype and treatment was used for qRT‐PCR. One microgram DNase‐treated RNA was converted to cDNA using Prime RT‐PCR kit (Takara Bio Inc.). The qPCR was performed on 11 selected DEGs containing DRE elements. The primers for each gene are listed in Table S1 with *Os7Ubiquitin* serving as the reference gene. All reactions were performed in two technical replicates, and fold change in transgenic lines relative to non‐transgenic line under the same treatment (RT or CS) was calculated by 2^ddCT method (Livak & Schmittgen, 2001).

## 3 RESULTS

### 3.1 Seedling response to salinity stress

*RD29a:DREB1a* transgenic (T) lines and non‐transgenic (N) controls were tested for the salt stress assay with two different concentrations of NaCl. Significant genotype effect (*P* < .05) was observed for all evaluated traits, indicating a difference between T and N lines. At the beginning of vegetative stage (third day), T seedlings showed a slightly higher growth rate (increase in seedling length) under non‐stress condition and greater tolerance to 100 mM NaCl (Figure 1a). The N seedlings had a negative response to 100 mM salt stress, decreasing 20.2% of growth rate when compared with the salt control (0 mM). The maximum reduction in growth rate in stressed seedlings was observed on the sixth day for both T and N lines (Figure 1b). In 100 mM NaCl, there was a reduction of 4‐fold and 19‐fold, respectively, for T and N in comparison with non‐stress control. However, no significant difference was found in growth rate of T and N seedlings under more severe stress (150 mM NaCl). On the ninth day, the growth rate for T plants was again greater than N plants for both salinity stress conditions (Figure 1c). Although T seedlings had a small reduction in growth rate under 100 mM NaCl, their performance was generally similar to that of N seedlings under no stress. The N lines, on the other hand, were more sensitive to salinity showing a reduction of 2.9‐fold under 100 mM and 3.6‐fold under 150 mM NaCl. On the 12th day, growth rate slowed down; however, performance of T plants under salt stress was similar to those under non‐stress control, whereas N plants showed a significant reduction in growth in 150 mM NaCl (Figure 1d).

**FIGURE 1:**
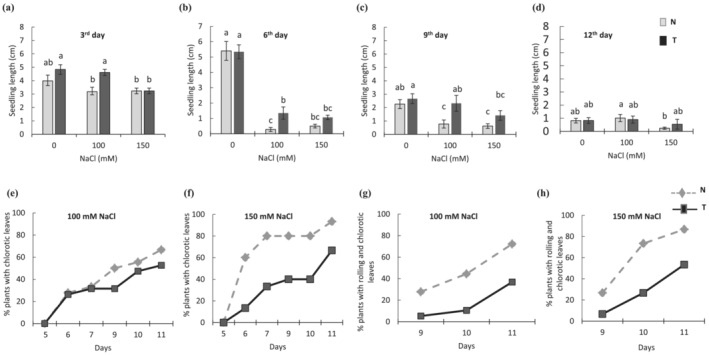
Salinity stress assay. Three‐day‐old seedlings of *RD29a:DREB1a* transgenic lines (T) and non‐transgenic (N) controls grown in MS½ media containing 0, 100, or 150 mM NaCl. (a–d) Seedling growth rates (increase in the length of the seedling in centimeters) recorded on 3rd, 6th, 9th, and 12th day of the treatment. (e,f) Percentage of plants with chlorotic leaves under salinity stress of 100 or 150 mM NaCl. (g,h) Percentage of plants with rolling and chlorotic leaves under salinity stress of 100 or 150 mM NaCl. Different letters indicate differences by Tukey test (*n* = 15). The error bars indicate standard errors. N and T genotypes are shown as gray and black bars, respectively, in (a–d) and as dashed and solid lines in (e–h).

Until fifth day, no leaf chlorosis was observed in plants under stress or the control condition (Figure 1e,f). By the seventh day on 100 mM NaCl, both genotypes had 30% of seedlings with chlorotic leaves. However, this percentage increased more sharply over the days in N lines, showing, at the end, 14% more plants with chlorosis than T lines (Figure 1e). In 150 mM NaCl, this difference was greater and could be observed starting the sixth day, reaching in 93% and 67% in N and T seedlings, respectively (Figure 1f). The percentage of chlorotic leaves that also showed rolling, a symptom of severe stress, was greater in N plants with a difference of 35% (100 mM NaCl) and 34% (150 mM NaCl) compared with T plants (Figure 1g,h **)**. Overall, T seedlings displayed higher growth rate and reduced leaf necrosis as compared with N seedlings after 12–15 days of continuous stress (Figure S1). However, because salt stress imposes both ionic and osmotic pressures in rice (Castillo et al., 2007), the observed growth reduction and leaf chlorosis could be caused by osmotic stress.

### 3.2 Plants response to drought stress

After submitting rice plants to drought stress, the phenotypic symptoms caused by stress were evaluated in the vegetative stage. After withholding water, N plants started to show the first symptoms of stress in leaves (chlorosis) at 40% of SWC, although no symptoms were observed in T plants (Figure 2a). At 20% SWC, 70% of N plants exhibited the leaf chlorosis as the symptom of stress, although T lines had just started to develop first symptoms of stress. The *DREB1A* gene was associated with increased tolerance to drought as majority of T plants were asymptomatic in 20% SWC. Further, in maximum stress (10% SWC), a few T plants looked normal without any apparent symptoms, whereas all N plants showed chlorosis (Figure 2a). At the end of the experiment (10% SWC), lower number of T plants showed chlorotic and necrotic leaves (Figure 2b,c) and overall looked healthier than N plants (Figure S2). Finally, N plants had more wilted and chlorotic leaves even after the water recovery time than T plants (Figure 2d).

**FIGURE 2:**
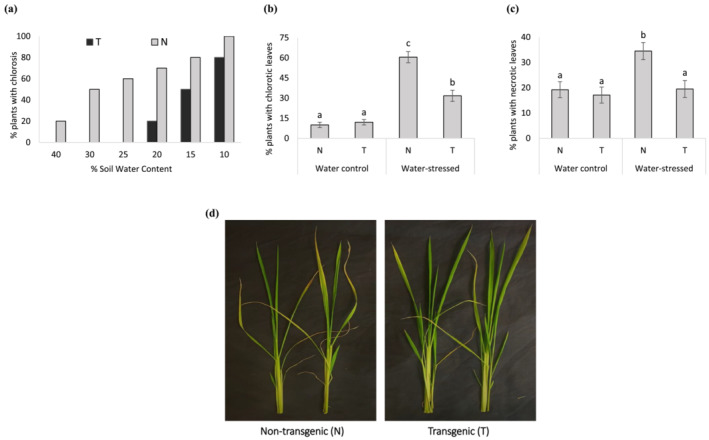
Water withholding assay. Two‐week‐old plants of *RD29a:DREB1a* transgenic lines (T) and non‐transgenic (N) controls maintained at 100% soil water content (SWC) subjected to water withholding until 10% SWC. (a) Percentage of plants with chlorotic leaves under different levels of SWC. (b,c) Percentage of plants with chlorotic and necrotic leaves at the end of the experiment in water control (100% SWC) and water stressed (10% SWC) plants. (d) Shoots of N and T plants after 7 days of water recovery. Note greater chlorosis and leaf wilting (wavy leaves) in the N shoots as compared with T shoots. Different letters indicate differences by Tukey test (*n* = 10). The error bars indicate standard errors.

### 3.3 Transcriptome analysis of cold‐stress‐induced DREB1a transgenic lines

To understand the potential mechanism by which DREB1a provides stress tolerance to rice, RNA‐seq was done on cold‐stressed (CS) and room temperature controls (RT) of the two genotypes: transgenic line expressing *RD29a:DREB1a* (T) and non‐transgenic controls (N) (Table S2). 

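The RNA-seq data cover 4 groups of 10-day-old seedlings, N_RT, N_CS, T_RT and T_CS, with CS standing for a cold shock of 20 h on crushed ice. Each group is 1 pool of RNA from the aerial parts of 6 seedlings, and 2 libraries were made from each pool. The replicates are therefore technical, and every SD, SE and p-value computed from them compares pools and does not cover the spread between plants. The authors trimmed the reads with Trimmomatic, aligned them to the IRGSP-1.0 genome with STAR and counted them per gene ID with featureCounts. The deposited values are whole-number counts whose totals differ between libraries, and they were used as raw counts. The totals were 24405824 and 19293562 in N_RT, 22880548 and 19643540 in N_CS, 21766424 and 24370433 in T_RT, and 21123630 and 18963211 in T_CS. Table S2 gives mapped reads, and each total came to between 102.3% and 105.1% of that library's mapped read pairs. Across genes, log2 CPM (counts scaled to the size of the library) of the 2 libraries of a group correlated with Pearson's r of 0.991 in N_RT, 0.990 in N_CS, 0.992 in T_RT and 0.988 in T_CS, where genes are not independent replicates. Of 38978 gene IDs, 28218 had enough counts to be tested. They were tested in 1 edgeR quasi-likelihood fit over the 8 libraries, with TMM scaling. A gene is called higher at a log2 fold change of at least 2 and lower at -1 or less, with an FDR of at most 0.01, as the legend of Figure 3 states. Elsewhere, a gene is said to rise or fall when its FDR is at most 0.01, whatever its fold change. Levels are mean CPM after TMM scaling, ± SD over the 2 libraries.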

The DEGs were identified through comparisons between genotypes (T vs. N) in the respective treatment (CS vs RT) (Figure 3a,b). *RD29a* promoter is induced by multiple abiotic stresses including cold stress (Msanne et al., 2011). Earlier, transgenic rice lines #9, #11, and #29 were characterized to strongly induce *DREB1a* upon cold treatment (Pathak & Srivastava, 2020). Consistent with that, RNA‐seq comparison of cold‐stressed transgenic lines with the room temperature control (T_CS vs. T_RT) showed ~49‐fold higher read counts of *DREB1a*, although no significant change (<2‐fold) was observed in other transgenes (marker genes) stacked in the same locus (Table S3).

**FIGURE 3:**
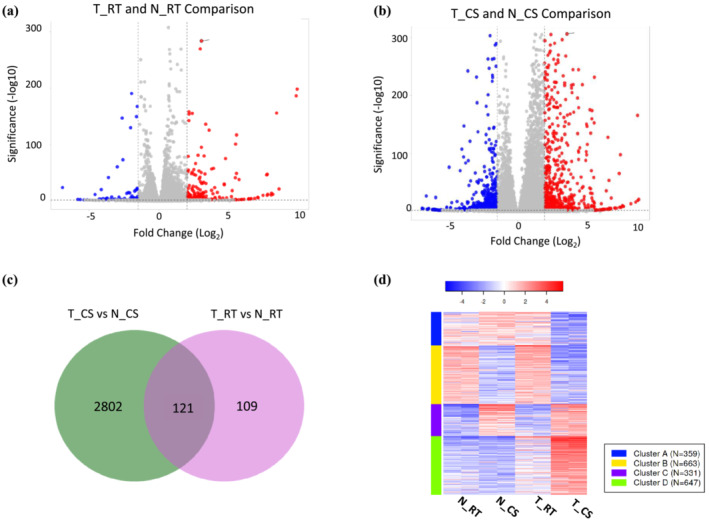
Differentially expressed genes (DEGs) in *RD29a:DREB1a* transgenic lines upon 20 h cold‐shock treatment (T_CS) or under room temperature control condition (T_RT) in comparison with non‐transgenic controls in the respective treatment (N_CS or N_RT). (a,b) Volcano plot showing DEGs between two genotypes upon RT or CS treatments. Blue and red represent downregulated and upregulated genes, respectively, and dashed lines show log_2_ cut off for differential expression; (c) Venn diagram showing distribution of DEGs in T_CS and T_RT in comparison to N_CS and N_RT, respectively (Total number of genes = 31,468; FDR cutoff 0.01, log_2_FC ≥ 2 or ≤−1); (d) k‐means clustering of top 2000 most variable genes using normalized expression counts. Heatmap shows lower (blue) to higher (red) expression of the cluster of genes in N_RT, N_CS, T_RT, and T_CS including two replicates of each genotype_treatment. Data analyzed on iDEP.94 http://bioinformatics.sdstate.edu/idep94/ (Ge et al., 2018).

A comparison of T_CS versus N_CS and T_RT versus N_RT showed 2802 unique DEGs in T_CS, 109 unique DEGs in T_RT, and 121 DEGs common to T_CS and T_RT (Figure 3c). 

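The transgenic and non-transgenic pools differed in many more genes after cold shock than at room temperature. In T_CS versus N_CS, 673 genes were called higher and 1387 lower, and in T_RT versus N_RT, 156 were called higher and 128 lower. A total of 121 genes were called in both comparisons, where 20.7 would be shared if the calls were independent. Of these, 61 were higher in both and 41 lower in both, while 4 and 15 went in opposite directions. The calls made after cold shock alone numbered 1939 and those made at room temperature alone 163. Among the transcription factor genes named in Table 2, OsWRKY76, OsWRKY62, OsWRKY108, OsERF109a, OsERF109b, OsERF67 and the bHLH148-like gene were called higher in both comparisons, although the call of OsERF67 at room temperature is lost with DESeq2 (FDR 0.0357) and without single N_RT or T_RT libraries. OsDREB1C and OsDREB1G, rice relatives of DREB1a, were called higher at room temperature. After cold shock neither was called, although OsDREB1G, with a log2 fold change of 1.96 (FDR 5.57e-24), missed only the fold threshold, while OsDREB1C had 0.34 (FDR 0.0416). A gene called in 1 comparison alone is not thereby shown to differ between the treatments, and the difference between the cold responses of T and N passed an FDR of 0.01 in 9220 genes. The response was more positive in T for 4810 of them and more positive in N for 4410. The counts depend on the fold threshold: at a log2 fold change of at least 1, 2135 genes were higher in T_CS versus N_CS and 515 in T_RT versus N_RT. With summed counts and the fold alone, 325 genes were lower in T_RT versus N_RT and 225 were shared.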

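Among the 2000 genes with the largest SD over the 8 libraries, the genes highest in T_CS formed the largest of 4 k-means clusters, with 910 genes or 45.5%. For clustering, 4 was added to each CPM before log2 was taken, which shrinks the differences of genes with low CPM. The mean centred value of the 910 genes was 1.10 in T_CS, against -0.21 in T_RT, -0.37 in N_RT and -0.52 in N_CS. This cluster held 38 of the genes named in the study with an ID, 26 of them from Table 2, among which are OsJAZ5, the lipoxygenase gene OsLOX1b and OsWRKY76. A second cluster of 269 genes was lowest in T_CS, at -0.89, against 0.27 in N_RT, 0.29 in N_CS and 0.33 in T_RT. In another cluster, of 664 genes, the mean was lower after cold in both genotypes. It was 0.59 in N_RT and 0.57 in T_RT against -0.56 in N_CS and -0.60 in T_CS. In the last cluster, of 157 genes, the mean was higher after cold in both genotypes. It went from -0.91 in N_RT to 0.74 in N_CS and from -0.51 in T_RT to 0.69 in T_CS. This cluster includes OsDREB1A and OsDREB1C, although OsDREB1C did not pass the FDR with cold in T (log2 fold change 0.38, FDR 0.016). Over the 2000 genes, the median absolute log2 difference was 0.21 between T_RT and N_RT and 1.07 between T_CS and N_CS. The median difference between the 2 libraries of a group was 0.06. The genes were chosen for a large SD over the 8 libraries, which favours differences between groups. A larger value between groups is therefore not independent evidence. The clusters describe the data and carry no test.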

The k‐means clustering of top 2000 most variable genes using normalized expression values showed that T_CS contained a large cluster of strongly upregulated genes and a smaller cluster of downregulated genes, and the two genotypes at room temperature (T_RT and N_RT) showed a similar expression pattern (Figure 3d). These observations fit the hypothesis that upon induction of *RD29a:DREB1a* by cold‐shock (CS) several genes are induced through binding of DREB1a to the promoters of the target genes, and the leaky expression of *RD29a* promoter at RT results in the induction of a smaller set of the DREB1a targets at RT. 

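Most genes called higher in T_CS versus N_CS also rose with cold in the transgenic line. Of the 673 genes, 538 rose and 19 fell in T_CS versus T_RT, where 176.3 of each would be expected from the shares among all genes tested. In the non-transgenic line 35 of them rose and 237 fell with cold, where 132.6 and 141.7 would be expected in the same way. Of the 237, 193 also rose with cold in T, as OsJAZ1 and ONAC59 did, and 44 did not rise in T. OsUSP36 is such a gene, and its level in N fell with cold. At room temperature, 188 of the 673 rose and 41 fell in T_RT versus N_RT, with a median log2 fold change of 0.28. Of the 1387 genes called lower, 1037 fell and 12 rose with cold in T (363.2 of each expected), 381 rose and 196 fell with cold in N (273.2 and 292 expected), and 249 both fell in T and rose in N. The difference between the cold responses of the genotypes passed the FDR in 508 of the 673 genes, 500 of them with the more positive response in T, and in 1032 of the 1387 genes. T_CS versus N_CS shares its T_CS libraries with the cold comparison in T and its N_CS libraries with that in N. Their errors are therefore shared, which the expected counts leave out, and part of the excess may come from the shared libraries. Counts simulated with no cold effect in N or in T gave 0 such genes, an outcome that the FDR fixed. With 1 library of the shared group used for each comparison, 487 and 507 genes called higher rose in T (150 and 153.6 expected from independent lists) and 187 in either way of splitting fell in N (114.1 and 112.5 expected), so that the excess is not from shared libraries alone, if a single library varies like the others. The 2 libraries of a group still come from 1 pool. From the larger set of genes changed after cold shock and the smaller set at room temperature, the paper proposes that DREB1a induced by cold binds the promoters of its targets, and that leaky expression from the RD29a promoter induces fewer of them at room temperature.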

The list of DEGs were further filtered with the criteria of *P*‐value < .01 and log2FC ≥ 2. The resulting 2069 genes were used for the GO and pathway analysis.

### 3.4 Functional annotation of genes induced in *RD29a:DREB1a* transgenic line upon cold stress

The enriched GO biological processes (BP) in T_CS included protein phosphorylation, signal transduction, response to chemical and hormone stimulus, and jasmonic acid (JA)‐mediated signaling, GO molecular functions (MF) included kinase activity and protein Ser/Thr kinase activity, nucleotide binding, and GO cellular component (CC) included plasma membrane and cell periphery (Figures 4a,b and S3a). The downregulated genes in T_CS, on the other hand, were associated with response to heat, protein folding, cell cycle process, and photosynthesis, light harvesting in photosystem I (Figure S3b). 

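Genes for heat-shock proteins, the chaperones of the heat response, and for photosystem subunits were lower in T_CS than in N_CS. Of 13 tested members of a list of heat-shock protein genes, 10 fell and none rose, with a median log2 fold change of -1.56 and a range of -4.12 to -0.36. The lowest was Os02g0758000. Adjusted over the list alone, 11 fell. Among genes for photosystem subunits and rubisco, which carry out the light reactions and carbon fixation, 15 of 17 fell and 1 rose. Their median was smaller, at -0.43, and the counts adjusted over the list alone were the same. None of the 17 reached the fold threshold for a lower call, against 7 of the 13 heat-shock protein genes. Among all genes tested, 42.3% passed the FDR in this comparison. Against all other genes, the lists' adjusted p was 3.5e-06 for heat-shock proteins and 4.91e-05 for photosystem and rubisco genes by camera with a preset correlation. The adjusted p = 0.0406 and 0.214, respectively, with an estimated correlation. The IDs of these lists were set down from general knowledge before the data were examined, and their membership could not be checked against a table that pairs IDs with names.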

The gene set enrichment analysis showed that upregulated DEGs in T_CS were involved in protein serine/threonine kinase activity, kinase activity, catalytic activity, protein kinase activity, oxidoreductase activity, and DNA binding transcription factor activity. The downregulated genes in T_CS were involved in unfolded protein binding, microtubule binding, tubulin binding, protein heterodimerization activity, and microtubule motor activity. Among the biological pathways, plant hormone signal transduction and α‐linolenic acid metabolism were highly enriched in the upregulated genes, and diterpenoid biosynthesis, DNA replication, photosynthesis‐antennae proteins, and protein processing in endoplasmic reticulum pathways were enriched in downregulated genes. 

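At room temperature, several transcription factor genes were already higher in the transgenic pool. OsWRKY76, a transcriptional repressor, had 2.32 ± 0.293 CPM in N_RT and 23.5 ± 0.462 CPM in T_RT, a log2 fold change of 3.35 (FDR 3.82e-32, n = 2 libraries per group). OsWRKY62 rose by a log2 fold change of 3.24 (FDR 1.47e-26), OsERF109b by 3.30 (FDR 2.31e-20) and OsERF109a by 3.01 (FDR 2.86e-09). Of the Table 2 genes tested, 3 of 8 WRKY and 4 of 6 ERF genes rose in T_RT versus N_RT and none fell. Table 2 was drawn up from these libraries, so its counts are not independent evidence of a direction. The rises of OsERF67 and OsERF27 at room temperature miss the FDR with DESeq2 and without single N_RT or T_RT libraries, with an FDR of up to 0.0579 and 0.0569 over the alternatives. Of 9 tested members of a list of DREB genes, 5 rose and 1 fell, with a median log2 fold change of 0.91. Adjusted over the list alone, 6 rose and 1 fell. The list's adjusted p was 0.00249 by camera, and the adjusted p = 0.0644 with an estimated correlation.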

In T_RT, the upregulated genes were enriched in DNA‐binding transcription factor activity and transcription‐related processes, although no pathways were significantly expressed. In the downregulated genes, no significant pathways were detected; however, two genes involved in cutin, suberin, and wax biosynthesis were enriched.

**FIGURE 4:**
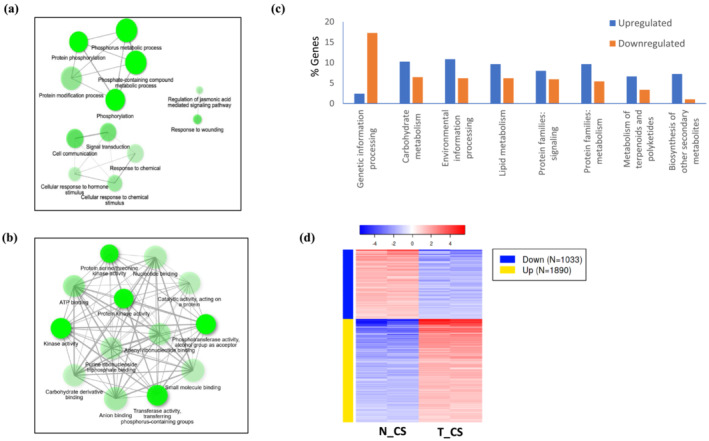
Rice genetic pathways regulated by DREB1a. Network of (a) biological processes and (b) molecular functions associated with upregulated genes in *RD29a:DREB1a* transgenic line upon cold‐shock in comparison to cold‐shocked non‐transgenic controls. Darker nodes are more significantly enriched gene sets. Bigger nodes represent larger gene sets. Thicker edges represent more overlapped genes. Data analyzed on iDEP.94 http://bioinformatics.sdstate.edu/idep94/ (Ge et al., 2018). (c) Upregulated or downregulated Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways in cold‐shocked transgenic line expressing *RD29a:DREB1a* in comparison to cold‐shocked non‐transgenic controls. (d) Cluster of upregulated and downregulated genes in two technical replicates of transgenic (T) or non‐transgenic (N) lines treated with cold‐shock (CS) (FDR < 0.01, log_2_FC ≥ 2 or ≤−1).

The KEGG pathways were analyzed only for T_CS. This analysis showed that a higher percentage of downregulated genes were associated with genetic information processing, whereas a higher percentage of upregulated genes were associated with carbohydrate metabolism, environmental information processing, lipid metabolism, signaling, and secondary metabolite synthesis, among others (Figure 4c). Corroborating with the GSEA, the upregulated genes were associated with phenylpropanoid biosynthesis, flavonoid biosynthesis, α‐linolenic acid metabolism, and amino acid metabolism, whereas MAPK signaling, hormone signaling, and calcium signaling were among the upregulated environmental information processing pathways. In summary, GSEA and KEGG pathway analysis indicate induction of TF genes that potentially regulate secondary metabolites and sugar metabolism.

The mechanisms by which DREB1a confers stress tolerance in rice was further investigated by analyzing the cluster of DEGs based on K‐means clustering (FDR < 0.01, log_2_FC ≥ 2) and the function of the top DEGs in T_CS versus N_CS comparison (Figure 4d). The two approaches converged to mostly common outcomes that shed light on likely pathways involved in the process (Figure 5). The most significant pathways are described below.

**FIGURE 5:**
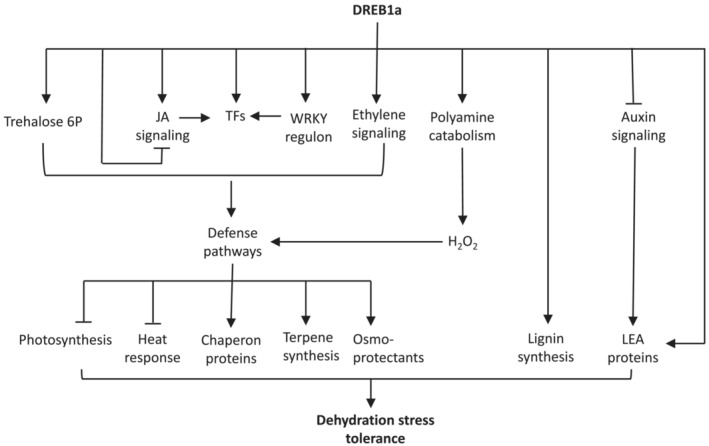
Conceptual map of biochemical and signaling pathways regulated by DREB1a. Sustained induction of DREB1a leads to the expression of transcription factor (TF) genes that positively regulate defense pathways. Production of signal molecules such as trehalose‐6‐P and hydrogen peroxide (H_2_O_2_) through induction of genes encoding metabolic enzymes reinforce defense pathways. Through direct or indirect interactions, DREB1a induces lignin biosynthesis, production of osmoprotectants, secondary metabolites, and chaperon proteins that fortify cell wall, scavenge oxidants, and protect cellular membranes. To support stress response, resources are diverted from primary metabolism through suppression of photosynthesis and antagonistic pathways such as heat stress response, eventually leading to stress tolerance. Upregulations and suppressions of pathway/component are shown by arrows and stubbed lines, respectively.

### 3.5 JA signaling

The GO analysis of the cluster of DEGs uniquely upregulated in T_CS indicated a role for JA signaling and genes involved in response to wounding, among others (Figure 4a and Table 1). The top JA signaling genes in T_CS include JAZ (JASMONATE ZIM‐DOMAIN) family of genes: *OsJAZ1*, *OsJAZ2*, *OsJAZ5*, *OsJAZ8/9*, and *OsJAZ11* (Table 2). 

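All 5 JAZ genes, which encode repressors of jasmonate signaling, were called higher in T_CS versus N_CS, with both T_CS libraries above both N_CS libraries. OsJAZ5 was the most abundant, with 50.1 ± 0.304 CPM in N_CS and 427 ± 15.6 CPM in T_CS, a log2 fold change of 3.09 (SE 0.0425, FDR 1.38e-59). OsJAZ1 had 7.39 ± 0.132 CPM in N_CS and 88.1 ± 2.25 CPM in T_CS, a log2 fold change of 3.58 (FDR 6.22e-47). OsJAZ11 had the largest log2 fold change, 5.42 (SE 0.423), from 0.148 ± 0.0835 CPM in N_CS, and without N_CS replicate 2 it was 6.08. The cold responses of the genotypes differed for all 5 genes, as cold raised each in T and raised none in N. In N, OsJAZ1 fell by 1.85, OsJAZ5 by 0.74 and OsJAZ11 by 2.45 on the log2 scale, the last losing its FDR of 0.00037 without N_RT replicate 1 (0.099) or N_CS replicate 1 (0.019), with a range from 3.02e-05 over the alternatives. At room temperature no JAZ gene was higher in T, and 2 were lower, OsJAZ1 with a log2 fold change of -0.30 (FDR 0.00143) and OsJAZ5 with -0.20 (FDR 0.000307). OsJAZ1 misses the FDR with DESeq2 and without single N_RT or T_RT libraries (0.000672 to 0.0521 over the alternatives), and OsJAZ5 without N_RT replicate 2 (FDR 0.0232) or T_RT replicate 2 (FDR 0.0203), with a range from 4.24e-05. OsJAZ8/9, with -0.49 (FDR 0.0111), narrowly missed it, and over the alternatives its FDR ran from 0.000242, without T_RT replicate 2, to 0.478. Since the study picked these genes from the same libraries, the count is not independent evidence.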

Proteasome‐mediated degradation of JAZ is a key step in unleashing JA signaling (Chini et al., 2007; Thines et al., 2007). Of the five upregulated *JAZ*, *OsJAZ5* and *OsJAZ7* contained three *DRE* elements each. On the other hand, genes associated with α‐linolenic acid metabolism, including lipoxygenases (*LOX1*) and 12‐oxophytodienoic acid reductase (*OPR*) with putative functions in JA biosynthesis, are also upregulated in T_CS. 

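Genes with putative functions in jasmonate synthesis were higher in T_CS than in N_CS. All 5 lipoxygenase and OPR genes of Table 2 passed the FDR. OsLOX1b had 37.2 ± 0.158 CPM in N_CS and 205 ± 2.8 CPM in T_CS, a log2 fold change of 2.46 (SE 0.0499, FDR 5.35e-50). OsLOX2 rose from 19.5 ± 1.04 to 105 ± 6.44 CPM (FDR 5.46e-41). OsLOX1a, with 0.697 ± 0.328 CPM in N_CS, had a log2 fold change of 3.09 (FDR 2.69e-14), which was 3.69 without N_CS replicate 1. OsOPR1 rose from 0.822 ± 0.224 to 28.3 ± 2.83 CPM, a log2 fold change of 5.11 (FDR 4.87e-34), and its counts lie within 1.25-fold of those of a neighbouring gene ID in all 8 libraries. OsOPR6 had 43 counts in T_CS and 0 in N_CS, at least 16.0-fold higher when N_CS is set to 3 counts over the group. At room temperature OsLOX2 was also higher in T, from 10.6 ± 1.4 to 22.3 ± 0.657 CPM (log2 fold change 1.06, FDR 1.31e-15). The genes were selected by the study from the same libraries.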

Some of *LOX1* genes and *OPR1* contain *DRE* elements (Table 2).

**TABLE 1:** GO terms associated with upregulated genes in cold‐stressed *RD29a:DREB1a* transgenic line (T_CS) relative to the cold‐stressed non‐transgenic line (N_CS)

No. of genes	GO: Biological processes^a^
243	Phosphorus metabolic process
164	Protein phosphorylation
242	Phosphate‐containing compound metabolic process
188	Phosphorylation
129	Cell communication
22	Response to wounding
114	Signal transduction
240	Protein modification process
87	Cellular response to chemical stimulus
13	Regulation of jasmonic acid‐mediated signaling pathway
56	Cellular response to hormone stimulus
119	Response to chemical
No. of genes	GO: Molecular functions^a^
188	Kinase activity
175	Phosphotransferase activity, alcohol group as acceptor
160	Protein kinase activity
133	Protein serine/threonine kinase activity
262	Nucleotide binding
244	Carbohydrate derivative binding
No. of genes	GO: Cellular component^a^
190	Plasma membrane
215	Cell periphery
33	Intrinsic component of plasma membrane

^a^ GO terms associated with differentially expressed genes (FDR < 0.01, log2 fold change ≥ 2).

**TABLE 2:** Biological pathways induced by DREB1a in rice

Pathway/function	Genes	Gene ID	Log2 FC^a^	No. of DRE^b^
Jasmonic acid signaling (*JAZ* regulon)	OsJAZ1/TIFY11d	Os10g0392400	3.6	‐
	OsJAZ2/TIFY11c‐like	Os03g0180900	3.7	‐
	OsJAZ5/TIFY10a	Os03g0402800	3.0	1
	OsJAZ8/9/TIFY10c	Os09g0439200	2.5	3
	OsJAZ11/TIFY9	Os04g0395800	5.4	3
α‐Linolenic acid metabolism (JA synthesis)	OsLOX1a	Os03g0738600	3.0	‐
	OsLOX1b	Os03g0700700	2.4	2
	OsLOX2	Os08g0508800	2.4	‐
	OsOPR1	Os06g0216300	5.1	1
	OsOPR6	Os06g0215500	7.6	‐
Auxin signaling	OsGH3‐6	Os05g0143800	2.3	‐
	OsGH3‐8	Os07g0592600	2.1	5
*WRKY* genes	OsWRKY8	Os05g0583000	6.7	1
	OsWRKY108	Os01g0821300	5.5	1
	OsWRKY24	Os01g0714800	5.2	1
	OsWRKY76	Os09g0417600	4.5	1
	OsWRKY67	Os11g0117400	3.6	‐
	OsWRKY113	Os06g0158100	2.5	‐
	OsWRKY62	Os09g0417800	2.2	‐
	OsWRKY15	Os01g0656400	2.0	1
Ethylene signaling (*ERF* genes)	OsERF67	Os07g0674800	7.8	2
	OsERF118	Os11g0168500	7.6	2
	OsERF27	Os02g0676800	5.1	‐
	OsERF109a	Os02g0764700	4.6	2
	OsERF108	Os02g0781300	4.2	‐
	OsERF109b	Os08g0474000	2.5	1
Other transcription factors	ONAC59	Os01g0862800	6.1	2
	bHLH148‐like	Os01g0773800	8.9	‐
Dehydrin	OsLEA22	Os01g0702500	9.0	‐
	OsLEA2	Os01g0314800	2.0	2
Universal stress protein	OsUSP36	Os10g0437500	5.2	1
Chaperon proteins	Chaperon protein dnaJ	Os01g0702450	4.2	‐
		Os08g0452900	3.6	1
Early response dehyd.	OsERD7, chloroplastic	Os03g0241900	3.0	3
Trehalose biosynthesis	Trehalose‐6‐phosphate	Os08g0445700	3.6	1
	Synthase	Os08g0414700	2.3	‐
Lignin biosynthesis	OsCCR	Os08g0277200	6.2	1
	OsC4H	Os02g0467000	6.1	1
Terpene synthesis	OsGGPS7	Os01g0248701	4.8	‐
	OsTPS3	Os02g0121700	5.4	‐
	OsTPS23	Os04g0344400	6.3	‐
Polyamine catabolism	OsPOA4	Os04g0671200	3.7	3
	OsPOA6	Os09g0368200	4.6	‐

^a^ Fold change (Log_2_FC) in cold‐treated transgenic line (T_CS) compared with the cold‐treated non‐transgenic controls (N_CS).

^b^ Number of DRE core motif (A/GCCGAC) in 2‐kb sequence upstream of the start site.

### 3.6 Auxin signaling

Cellular response to hormone stimulus was among the upregulated biological processes in T_CS (Table 1). Most notably, *GH3‐6* and *GH3‐8* that encode indole‐3‐acetic acid (IAA)‐amido synthetases are upregulated in T_CS (Table 2). These enzymes catalyze conjugation of IAA with amino acids leading to its depletion (Staswick et al., 2005). 

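Both genes for IAA-amido synthetases rose in T_CS, from low levels. OsGH3-6 had 0.63 ± 0.235 CPM in N_CS and 3.34 ± 0.585 CPM in T_CS, a log2 fold change of 2.38 (SE 0.357, FDR 4.37e-08). OsGH3-8 had 0.31 CPM in N_CS, or 13 counts over the 2 libraries, and 1.4 ± 0.329 CPM in T_CS, a log2 fold change of 2.15 (SE 0.524, FDR 0.000388). Without T_CS replicate 2, the log2 fold change of OsGH3-8 was 1.90 and its FDR 0.0115, with 1 library left in T_CS, while over the alternatives the FDR began at 1.76e-05. Neither gene passed the FDR in T_RT versus N_RT or in N_CS versus N_RT, apart from OsGH3-6 in the latter without N_RT replicate 1 (FDR 0.00986).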

Consistent with our observation, previous studies showed *GH3* induction during cold and drought (Du et al., 2012; Han et al., 2020). The promoter of *OsGH3‐6* lacks *DRE* elements, but that of *OsGH3‐8* contains five *DRE* elements (Table 2). Thus, *OsGH3‐8* could be a direct target of DREB1a. Zhang et al. (2009) showed that induction of *GH3* not only attenuates IAA signaling but also induces expression of late embryogenesis abundant (*LEA*) genes in rice. Many *LEA* genes are induced during desiccation stress; accordingly, *OsLEA22* was ~9‐fold upregulated in T_CS (Table 2). 

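OsLEA22, a late embryogenesis abundant gene, was read only at low depth. It had 110 counts over the 2 T_CS libraries, or 2.93 ± 0.011 CPM, and 0 in N_CS, which makes it at least 41.0-fold higher in T_CS when N_CS is set to 3 counts over the group. In T, cold raised it from 0.402 CPM by a log2 fold change of 2.84 (SE 0.436, FDR 5.6e-08). In N it had 10 counts at room temperature, so that it was at least 3.0-fold lower in N_CS, although the FDR of that fall, 0.00577, is lost with DESeq2 (0.0115) and without single N_RT or N_CS libraries (0.00126 to 0.0509 over the alternatives).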

*OsLEA22* gene promoter lacks *DRE* elements; therefore, its upregulation could be mediated through modulation of IAA signaling.

### 3.7 *WRKY* transcription factors

Rice contains a large family of *WRKY* genes, majority of which is uncharacterized so far. Initially, *WRKY* were described to mediate insect and pathogen response, but their role in abiotic stress is becoming increasingly evident (Rushton et al., 2010; Viana et al., 2018). Eight *WRKY* TFs were upregulated in T_CS, five of which contained one *DRE* each (Table 2). Of these, *OsWRKY76*, a transcriptional repressor, has been found to have a direct role in cold tolerance (Yokotani et al., 2013). In addition, *OsWRKY‐8*, *OsWRKY‐24*, and *OsWRKY‐108* are also upregulated >4‐fold in T_CS and are likely involved in DREB1a‐mediated abiotic stress tolerance.

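The 8 WRKY genes were all called higher in T_CS versus N_CS, and they differed in where the rise appeared. OsWRKY108 rose from 0.63 ± 0.204 CPM in N_CS to 28.3 ± 3.05 CPM in T_CS, a log2 fold change of 5.50 (SE 0.201, FDR 3.41e-35). OsWRKY76 rose from 1.85 ± 0.203 to 42.8 ± 3.52 CPM, a log2 fold change of 4.52 (FDR 2.79e-40), on top of its higher level at room temperature in T. OsWRKY62 went from 2.1 ± 0.0266 CPM in N_CS to 9.61 ± 0.253 CPM in T_CS (log2 fold change 2.19, FDR 1.93e-17), while in T it was lower after cold than at room temperature, where it had 16.4 ± 1.14 CPM (log2 fold change -0.78, FDR 2.37e-07). OsWRKY8 had 317 counts in T_CS and 3 in N_CS, a ratio of 118 with a 95% counting interval of 40.1 to 577. OsWRKY24 had 75 counts against 2, a ratio of 42.0 with an interval of 11.2 to 353. The other members had log2 fold changes of 3.58 (OsWRKY67), 2.53 (OsWRKY113) and 2.08 (OsWRKY15). Cold raised 7 of the 8 genes in T and lowered OsWRKY62, and it raised none in N. The rise of OsWRKY15 in T (log2 fold change 1.16, FDR 0.00143) missed the FDR under at least 1 alternative. The genes of Table 2 were chosen from these libraries, so the count of 8 is not independent evidence.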

### 3.8 Other transcription factors

Besides *WRKY*, other TFs were also upregulated in T_CS. These include ethylene responsive factors (*ERFs*), basic helix loop helix (*bHLH*), and *NAC* (NAM ATAF1/2 CUC2) (Table 2). Of these, *ERFs* and *NAC* are well‐known positive regulators of abiotic stress tolerance including cold stress (Hoang et al., 2017). Thus, multiple TFs that regulate abiotic stress are significantly upregulated in T_CS, suggesting that DREB1a regulates a complex network of genes associated with stress tolerance.

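ERF, NAC and bHLH genes of Table 2 were higher in T_CS than in N_CS, many of them from a few counts. ONAC59 rose from 0.8 ± 0.182 CPM in N_CS to 56.4 ± 2.75 CPM in T_CS, a log2 fold change of 6.11 (SE 0.153, FDR 1.39e-44), and in T_RT versus N_RT its log2 fold change was 0.38 (FDR 0.123). The bHLH148-like gene had 953 counts in T_CS and 2 in N_CS, a ratio of 533 with a 95% counting interval of 147 to 4410. Both N_CS counts lie in replicate 1, and the fitted log2 fold change of 8.90 was 8.07 without N_CS replicate 2 and 12.09, set by the prior count, without N_CS replicate 1. All 6 ERF genes were called higher, a count that is not independent evidence because the study selected them from these libraries. OsERF109a rose from 0.892 ± 0.198 to 21.7 ± 0.894 CPM (log2 fold change 4.61, FDR 4.29e-31) and OsERF109b from 2.22 ± 0.0735 to 12.8 ± 2.14 CPM (2.52, FDR 9.25e-20). OsERF27 had a log2 fold change of 5.09 (FDR 3.28e-28), which was 6.4 without N_CS replicate 1 and 4.49 without N_CS replicate 2. OsERF67 had 48 counts and OsERF118 44 counts in T_CS, and both had 0 in N_CS, at least 17.9-fold and 16.4-fold higher against 3 counts over the group. OsERF108 had 38 counts against 2, a ratio of 21.3 with an interval of 5.50 to 182. Both N_CS counts lie in replicate 2, and its fitted log2 fold change of 4.26 was 3.23 (FDR 0.00724) without N_CS replicate 1 and 7.49, set by the prior count, without N_CS replicate 2. The call of OsERF118 is lost with DESeq2, whose FDR was 0.252, while over the alternatives the FDR began at 6.47e-12. The difference between the cold responses of T and N passed the FDR in 1 of the 6 ERF genes, OsERF27. OsERF118 had 0 counts in both N groups, and OsERF67 and OsERF108 had at most 2 in each. For these genes a miss does not show that the responses were alike. OsERF109a (log2 difference 1.60, FDR 0.0292) and OsERF109b (-0.78, FDR 0.0454) missed the FDR.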

### 3.9 Protective molecules

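OsLEA2, the other late embryogenesis abundant gene of Table 2, was expressed in every group. It had 84 ± 1.41 CPM in N_CS and 348 ± 30.6 CPM in T_CS, a log2 fold change of 2.05 (SE 0.0433, FDR 6.44e-49, n = 2 libraries per group). At room temperature it was lower in T, with 64.7 ± 0.632 CPM against 89.9 ± 2.83 CPM in N_RT (log2 fold change -0.47, FDR 9.92e-13). In N, its log2 fold change with cold was -0.10 (FDR 0.082).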

*OsLEA22* and *OsLEA9* were strongly upregulated in T_CS (Table 2). LEA are extremely hydrophilic proteins that protect cellular membranes and proteins from desiccation injury (Bray, 1993; Cuming, 1999). Notably, LEA proteins cooperate with trehalose in this process (Goyal et al., 2005). Accordingly, two trehalose‐6‐phosphate synthase (*OsTPS*) genes were upregulated in T_CS (Table 2). 

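Both trehalose-6-phosphate synthase genes were higher in T_CS than in N_CS, and cold moved them in opposite directions in the genotypes. The gene Os08g0445700 had 4.87 ± 0.244 CPM in N_CS and 58.3 ± 1.98 CPM in T_CS, a log2 fold change of 3.58 (SE 0.101, FDR 1.13e-41). With cold it fell in N by 1.69 (FDR 4.61e-20) and rose in T by 1.66 (FDR 4.96e-29) on the log2 scale. The gene Os08g0414700 went from 7.08 ± 1.25 to 29.2 ± 1.96 CPM, a log2 fold change of 2.03 (FDR 2.47e-25). With cold it fell in N by 1.5 (FDR 2.89e-18) and rose in T by 1.05 (FDR 7.98e-15). The difference between the cold responses was 3.34 for the first gene and 2.55 for the second on the log2 scale, and both passed the FDR.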

Next, *OsUSP36* was >5‐fold upregulated in T_CS. 

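OsUSP36 was higher in T_CS than in N_CS, and cold lowered it in N. It had 0.435 ± 0.115 CPM in N_CS and 15.6 ± 4.47 CPM in T_CS, a log2 fold change of 5.18 (SE 0.243, FDR 3.46e-29). At room temperature it had 4.84 ± 0.444 CPM in N_RT and 18.8 ± 2.13 CPM in T_RT, a log2 fold change of 1.95 (FDR 8.59e-19). In N it fell by 3.49 on the log2 scale with cold (FDR 3.32e-16), and in T its log2 fold change with cold was -0.26 (FDR 0.0588). The T_CS libraries had 371 and 222 counts, and without T_CS replicate 1 the change in T was -0.59 (FDR 0.000171, against up to 0.987 over the alternatives). The genotypes' cold responses differed by 3.22 on the log2 scale (SE 0.337, FDR 8.3e-13).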

USP36 is a member of universal stress proteins (USP) that is induced by cold stress (Arabia et al., 2021). The precise mechanism by which USPs bring about stress tolerance varies, but *OsUSP36* could be a target of DREB1a as its promoter includes a *DRE* element. 

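Of the 2 dnaJ genes, which encode co-chaperones, 1 was well measured. The gene Os08g0452900 had 5.81 ± 0.0403 CPM in N_CS and 73.2 ± 2.39 CPM in T_CS, a log2 fold change of 3.65 (SE 0.0989, FDR 1.25e-42, n = 2 libraries per group). In T, cold raised it by a log2 fold change of 2.93. The gene Os01g0702450 had too few counts to be tested, with 20 in T_CS and 1 in N_CS, a ratio of 22.4 with a 95% counting interval of 3.58 to 928.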

Further, two genes encoding chaperon proteins dnaJ were also markedly upregulated in T_CS, possibly providing protective function to cellular components (Table 2). Finally, rice *Early Response to Dehydration7* (*ERD7*) was strongly upregulated in T_CS. 

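OsERD7 had 27.6 ± 0.697 CPM in N_CS and 235 ± 2.89 CPM in T_CS, a log2 fold change of 3.09 (SE 0.0527, FDR 2.48e-54). At room temperature it was higher in T as well, with 40 ± 0.00573 CPM in T_RT and 26.3 CPM in N_RT (log2 fold change 0.60, FDR 1.78e-12). Cold raised OsERD7 in T by a log2 fold change of 2.55 and left it at 0.06 (FDR 0.465) in N.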

Arabidopsis ERD7 accumulates in response to multiple abiotic stresses (Cheng et al., 2013; Rasmussen et al., 2013), and a recent study reported its association with phospholipids and membranes and the susceptibility of *erd7* mutant to cold stress (Barajas‐Lopez et al., 2021).

### 3.10 Secondary metabolites

Several genes involved in secondary metabolite production were markedly upregulated in T_CS that include genes encoding geranylgeranyl pyrophosphate synthase (GGPS), terpene synthases (TPS), phenylpropanoid (lignin) pathway, and polyamine oxidase (PAO). *OsGGPS*, *OsTPS3*, and *OsTPS23* were upregulated four‐ to fivefold in T_CS, suggesting a role for terpenoids in DREB1a‐mediated stress tolerance. 

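The terpenoid genes were higher in T_CS than in N_CS, starting from very low levels. OsTPS3, a terpene synthase gene, had 0.118 ± 0.0208 CPM in N_CS and 5.3 ± 0.177 CPM in T_CS, a log2 fold change of 5.41 (SE 0.451, FDR 6.67e-17). OsGGPS7, for geranylgeranyl pyrophosphate synthase, rose from 0.247 ± 0.162 to 7.07 ± 0.537 CPM, a log2 fold change of 4.86 (SE 0.345, FDR 5.07e-20). It was 4.26 without N_CS replicate 1 and 5.67 without N_CS replicate 2. OsTPS23 had too few counts to be tested, with 13 and 4 in the T_CS libraries and 0 in N_CS, at least 6.34-fold higher against 3 counts over the group. Neither OsTPS3 nor OsGGPS7 passed the FDR in T_RT versus N_RT.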

Jung et al. (2021) found induction of *OsTPS3* as part of the mechanism associated with improved drought tolerance in rice. Phenylpropanoid pathway genes *OsCCR* and *OsC4H* that encode cinnamoyl‐CoA reductase and cinnamate 4‐hydroxylase, respectively, were upregulated >6‐fold in T_CS (Table 2). These genes are involved in lignin biosynthesis, and lignin is a well‐known cell wall biopolymer that imparts wall strength (Vanholme et al., 2010). 

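The lignin pathway genes OsCCR and OsC4H were close to the limit of detection in all groups. OsCCR had 13 and 3 counts in the T_CS libraries and 0 in N_CS, at least 5.97-fold higher when N_CS is set to 3 counts over the group. OsC4H had 14 and 1 counts in the T_CS libraries and 0 in N_CS, at least 5.6-fold higher. Both genes had more counts in the first T_CS library, both fell below the count filter, and neither was tested. At room temperature OsCCR had 5 counts in T and 0 in N, and OsC4H 6 counts in T and 1 in N, a ratio of 5.98 with a 95% counting interval of 0.725 to 275.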

Rice genome contains seven polyamine oxidase (*OsPAO*) genes that are involved in back‐conversion of polyamines toward maintaining polyamine homeostasis during stress (Ono et al., 2012; Yu et al., 2019). *OsPAO4* and *OsPAO6* were upregulated three‐ to fourfold in T_CS (Table 2). 

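The polyamine oxidase genes differed in level by a wide margin. OsPAO4, listed as OsPOA4 in Table 2, had 34.7 ± 1.5 CPM in N_CS and 459 ± 17.7 CPM in T_CS, a log2 fold change of 3.72 (SE 0.0466, FDR 5.17e-62). It did not pass the FDR in T_RT versus N_RT (log2 fold change 0.13, FDR 0.0708), and cold raised it in T by a log2 fold change of 3.51. OsPAO6 had 3 and 2 counts in the T_CS libraries and 0 in every other library. That is at least 1.87-fold higher than N_CS against 3 counts over the group, and the gene was too low to be tested.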

Sagor et al. (2021) found that *OsPAO4* and *OsPAO6* are rapidly induced by abiotic stresses including cold, salinity, drought, and wounding. The catalytic activity of POA leads to H_2_O_2_ production that presumably functions as a signal molecule in the defense pathways (Angelini et al., 2010; Gupta et al., 2016).

### 3.11 Environment sensing and signal transduction

Protein phosphorylation, cell communication, signal transduction, and chemical response were among GO biological processes associated with upregulated genes in T_CS, and plasma membrane, cell periphery, and intrinsic component of plasma membrane were associated with GO cellular component (Table 1). Accordingly, a number of receptor‐like kinases (RLK) were markedly upregulated to four‐ to sevenfold and contained *DRE* elements. For example, wall‐associated receptor like kinase (*OsDEES1*; Os09g056160) was upregulated 7.5‐fold, Ser/Thr receptor‐like kinase (*OsRLCK253a*; Os08g0374600) was upregulated 6.7‐fold, putative leucine‐rich repeat (LRR) receptor‐like protein kinase At2g19210 (Os05g0524500) was upregulated 4.9‐fold, serine/threonine‐protein kinase NAK (Os04g0563900) was upregulated 4.5‐fold, and LRR receptor‐like serine/threonine‐protein kinase GSO2 (Os01g0162200) was upregulated 4‐fold. Additionally, Ca++ sensing proteins such as calmodulin (*OsCAM1*; Os03g0319300) and calcium‐dependent protein kinase (*CDPF*; Os08g0540400) were upregulated to 2.0‐ and 4.1‐fold, respectively. 

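The 4 receptor-like kinase genes that could be matched by ID were called higher in T_CS versus N_CS, and their levels at room temperature set them apart. OsRLCK253a rose from 0.188 ± 0.0469 CPM in N_CS to 20.4 ± 0.174 CPM in T_CS, a log2 fold change of 6.70 (SE 0.265, FDR 2.7e-33), and it was higher in T_RT too (log2 fold change 1.69, FDR 3.41e-05). The At2g19210-like gene Os05g0524500 had 61 counts in T_CS and 2 in N_CS, a ratio of 34.1 with a 95% counting interval of 9.05 to 288. In T_RT versus N_RT it had 277 counts against 1, a ratio of 276 with an interval of 49.1 to 10930. It was more abundant in T at room temperature than after cold, with 5.91 ± 0.468 CPM in T_RT and 1.64 ± 0.233 CPM in T_CS (log2 fold change with cold -1.86, FDR 4.01e-09). NAK had 0.0959 CPM in N_CS, or 4 counts, and 2.36 ± 0.958 CPM in T_CS, a log2 fold change of 4.56 (SE 0.604, FDR 1.34e-09). It was called higher in T_RT versus N_RT too (log2 fold change 2.91, FDR 0.00118), but not with DESeq2 or without either N_RT library or T_RT replicate 2 (FDR 8.75e-05 to 0.0303 over the alternatives). GSO2 rose from 0.288 ± 0.0314 to 4.66 ± 0.94 CPM, a log2 fold change of 4.00 (FDR 1.82e-13), and did not pass in T_RT versus N_RT (-1.17, FDR 0.121). The study named these genes from its own list of changed genes, so that the count is not independent evidence.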

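The calmodulin gene OsCAM1 had 62.6 ± 2.04 CPM in N_CS and 256 ± 15 CPM in T_CS, a log2 fold change of 2.03 (SE 0.0445, FDR 4.77e-48). It was higher in T at room temperature as well, with 113 ± 4.75 CPM in T_RT and 86.7 CPM in N_RT (log2 fold change 0.39, FDR 5.41e-11). With cold OsCAM1 fell by 0.47 on the log2 scale in N (FDR 2.69e-13). The calcium-dependent protein kinase gene Os08g0540400 rose from 0.701 ± 0.177 to 12.1 ± 0.697 CPM, a log2 fold change of 4.12 (SE 0.262, FDR 2.48e-22).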

Over‐representation of these genes in T_CS suggests early sensing of the environmental stress and efficient signal transduction in *RD29a:DREB1a* transgenic rice plants.

### 3.12 Rice DREB genes

Rice DREB1 gene family (*OsDREB1*) is upregulated in the early phase (2–6 h) of the cold stress at 4–10°C (DasGupta et al., 2020; Dubouzet et al., 2003; Yun et al., 2010). To check if *OsDREB* genes play a synergistic effect in stress tolerance in *RD29a:DREB1a* transgenic plants, expression of *OsDREB1* and *OsDREB2* genes was compared between genotypes and treatment (Figure S4). Although *OsDREB1* gene family has been described to express similarly in response to cold stress (Mao & Chen, 2012), we observed variable pattern among *OsDREB1* gene family. *OsDREB1C* (Os06g0127100) and *OsDREB1G* (Os02g0677300) were upregulated either by cold treatment in non‐transgenic line (N_CS) or in the transgenic line irrespective of the treatment (T_RT and T_CS), suggesting a positive effect of Arabidopsis DREB1a on these genes. 

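OsDREB1C and OsDREB1G were raised by cold in N, and both were already high in T at room temperature. OsDREB1C had 0.532 ± 0.0638 CPM in N_RT, 8.4 ± 0.31 in N_CS, 8.13 ± 0.473 in T_RT and 10.6 ± 1.03 in T_CS. Its log2 fold change was 3.95 with cold in N (SE 0.235, FDR 1.36e-23), 3.91 in T_RT versus N_RT (SE 0.234, FDR 7.95e-23) and 0.34 in T_CS versus N_CS (FDR 0.0416). OsDREB1G had 1.27 ± 0.332 CPM in N_RT, 8.96 ± 2.22 in N_CS, 9.13 ± 0.545 in T_RT and 34.5 ± 1.82 in T_CS. It rose with cold in both genotypes, by a log2 fold change of 2.83 in N (FDR 3.02e-20) and 1.92 in T (FDR 3.87e-24), and it was higher in T than in N both at room temperature (2.86, FDR 2.55e-20) and after cold shock (1.96, FDR 5.57e-24). The cold response of OsDREB1C was smaller in T than in N by a log2 difference of -3.57 (SE 0.289, FDR 2.97e-17). For OsDREB1G the difference was -0.91 (FDR 0.00185), and it misses the FDR with DESeq2 (0.0141), without N_RT replicate 1 (-0.60, FDR 0.119) and without N_CS replicate 2 (-0.64, FDR 0.0409), with a range from 6.01e-05 over the alternatives. From these patterns the paper proposes a positive effect of Arabidopsis DREB1a on both genes.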

Other *OsDREB1* genes such as *OsDREB1A*, *OsDREB1B*, and *OsDREB1H* were cold induced in both genotypes, and *OsDREB2* paralogs generally remained unaltered between the two genotypes or by the treatment (Figure S4). 

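OsDREB1A rose with cold in both genotypes, from different levels at room temperature. It had 61.5 ± 3.09 CPM in N_RT and 98.6 ± 4.51 CPM in N_CS, a log2 fold change of 0.68 (FDR 1.94e-18), and 20.1 ± 1.25 CPM in T_RT and 92.7 ± 4.1 CPM in T_CS, a log2 fold change of 2.21 (FDR 7.64e-42). In T_RT versus N_RT it fell by 1.62 on the log2 scale (SE 0.0635, FDR 1.6e-32), and in T_CS versus N_CS its log2 fold change was -0.09 (FDR 0.145). The response to cold was larger in T by a log2 difference of 1.53 (SE 0.0816, FDR 6.28e-26). Of the 9 tested members of the list of DREB genes, 6 rose and 1 fell with cold in N, and 6 rose and 1 fell in T. The adjusted p was 0.000736 in N and 0.00262 in T by camera, and the adjusted p = 0.0742 and 0.103 with an estimated correlation. Adjusted over the list alone, 7 rose in T. After cold shock, 4 members were higher and 1 lower in T than in N, or 4 and 2 when adjusted over the list alone. The list did not pass in that comparison (adjusted p = 0.115 by camera and adjusted p = 0.214 with an estimated correlation). Without N_CS replicate 2, only 2 members were higher. Other OsDREB1 and OsDREB2 genes have no ID in the study and were not matched by name. Whether they are among the listed DREB IDs was not determined.

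**Figure D1:**
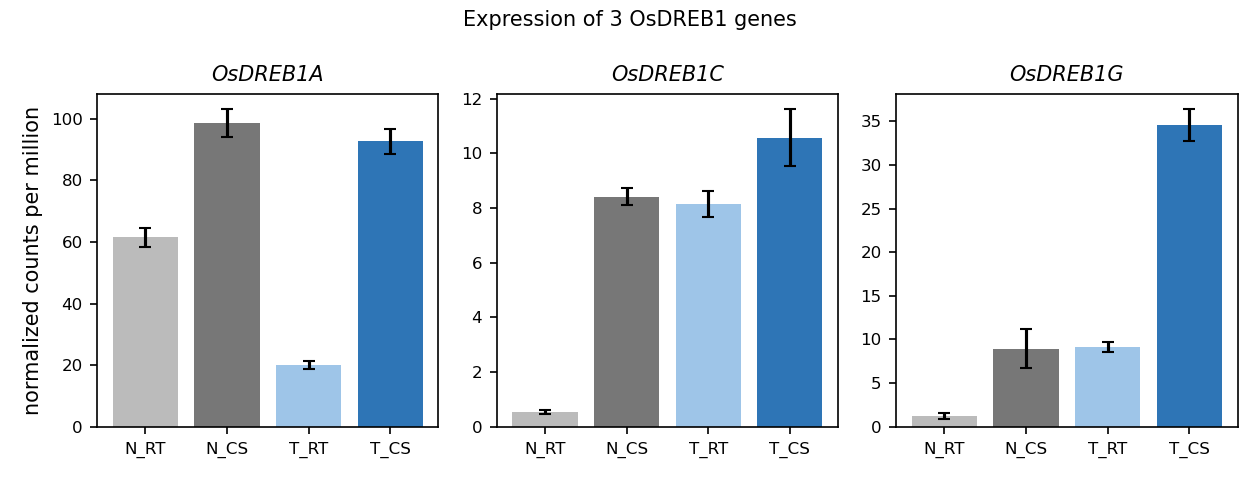
CPM of OsDREB1A, OsDREB1C and OsDREB1G in N_RT, N_CS, T_RT and T_CS, as the mean of 2 libraries with the SD as error bar. OsDREB1C is at 8.13 CPM in T_RT against 0.532 in N_RT, OsDREB1G is highest in T_CS at 34.5 CPM, and OsDREB1A is lowest in T_RT at 20.1 CPM.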

*OsDREB1C* and *OsDREB1G* are significantly upregulated by drought, cold, and flooding (Mittal et al., 2012; Mohanty, 2021; Wang et al., 2011) and found to be highly expressed in drought‐ or cold‐tolerant rice lines (Chawade et al., 2013; Jung et al., 2017). A recent study demonstrated a direct role of *OsDREB1G* in cold tolerance by developing *OsDREB1G* over‐expressor rice (*Japonica* cv. Dongjin) that showed tolerance to cold but not to drought or salinity (Moon et al., 2019). Search of *DRE* elements in the promoter regions of *OsDREB1C* and *OsDREB1G* showed that *OsDREB1G* contains three copies of DRE motif ACCGAC. Arabidopsis DREB1a binds more efficiently to this motif than OsDREB1A, providing an explanation for higher induction of *OsDREB1G* in *DREB1a* transgenic rice as compared with the non‐transgenic controls.

### 3.13 Downregulated genes

GO analysis and a survey of the top downregulated genes in T_CS in comparison with N_CS showed that genes associated with response to heat such as heat‐shock proteins and heat‐shock factors were significantly downregulated in T_CS and photosynthesis‐related genes such as protochlorophyllide reductase, chlorophyll a/b‐binding proteins, and photosystem II were downregulated in T_CS (Figure S3a,b). 

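Genes for chlorophyll synthesis fell in T_CS versus N_CS, and heat-shock factors went both ways. Both listed genes for chlorophyll synthesis enzymes fell, with log2 fold changes of -1.87 and -1.22. The list's adjusted p was 0.00987 by camera, and the adjusted p = 0.157 with an estimated correlation. Of 18 tested heat-shock factor genes, which encode regulators of the heat response, 8 fell and 5 rose, and the counts adjusted over the list alone were the same. Their log2 fold changes ran from -4.87 to 1.80, with a median of -0.26, and the list did not pass against all other genes (adjusted p = 0.267 by camera and adjusted p = 0.296 with an estimated correlation). The largest rise was that of Os02g0527300. The count of risen heat-shock factors was 3 with DESeq2 and 3 without N_CS replicate 1.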

One of the downregulated (4.5‐fold) heat‐shock factors is *OsHsfB2b* (Os08g0546800), a Class B heat‐shock factor, found to negatively regulate drought and salt stress in rice (Xiang et al., 2013). 

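OsHsfB2b was low after cold shock in the transgenic pool and highest in the cold-shocked non-transgenic pool. It had 105 counts in N_CS, or 2.5 ± 0.0371 CPM, and 3 counts in T_CS, all of them in the first library. The ratio of T_CS to N_CS was 0.032 with a 95% counting interval of 0.0065 to 0.096 (FDR 5.28e-10), and the fitted log2 fold change of -4.87 was -3.99 without T_CS replicate 2. With cold the gene rose in N, by a log2 fold change of 2.95 (SE 0.453, FDR 8.37e-08), and fell in T from 52 counts, a ratio of 0.0719 with an interval of 0.0144 to 0.222. Its log2 fold change in T_RT versus N_RT was 1.78 (FDR 0.00515), which misses the FDR threshold with DESeq2 (FDR 0.043), without N_RT replicate 2 (FDR 0.153) and without T_RT replicate 2 (FDR 0.129), with a range from 0.000527 over the alternatives.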

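In T_RT versus N_RT and in N_CS versus N_RT, the heat-response and photosynthesis genes mostly had positive log2 fold changes. Of 14 listed genes for chlorophyll a/b-binding proteins, which hold the antenna pigments, 13 rose and none fell in T_RT versus N_RT, with a median log2 fold change of 0.74. With cold in N, 13 rose and 1 fell, with a median of 0.62. All 17 photosystem and rubisco genes rose in both comparisons, with medians of 0.42 and 0.45. Of 13 heat-shock protein genes, 8 rose and none fell with cold in N (median 0.60), and 3 rose and 1 fell in T_RT versus N_RT (median 0.17). Heat-shock factors gave 7 risen and 4 fallen of 18 with cold in N and 6 risen and 1 fallen in T_RT versus N_RT. The pair of chlorophyll synthesis genes rose in T_RT versus N_RT (median 0.49), and in N 1 of them fell with cold (both when adjusted over the list alone). With DESeq2 or without N_RT replicate 1, only 1 heat-shock factor fell with cold in N and none in T_RT versus N_RT. By camera, the adjusted p in T_RT versus N_RT was 8.29e-15 for chlorophyll a/b-binding, 2.96e-13 for photosystem and rubisco and 0.00731 for chlorophyll synthesis genes, but 0.0148 for heat-shock factors and 0.192 for heat-shock proteins. With an estimated correlation, the adjusted p = 0.0644 for the first 4 of these lists and 0.239 for heat-shock proteins. With cold in N, the adjusted p was 6.45e-07, 7.82e-08 and 0.000216 for chlorophyll a/b-binding, photosystem and rubisco, and heat-shock protein genes, and the adjusted p = 0.15, 0.15 and 0.0742 with an estimated correlation. For heat-shock factors and chlorophyll synthesis genes, the adjusted p = 0.059 and 0.135 by camera, and the adjusted p = 0.15 and 0.207 with an estimated correlation.

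**Figure D2:**
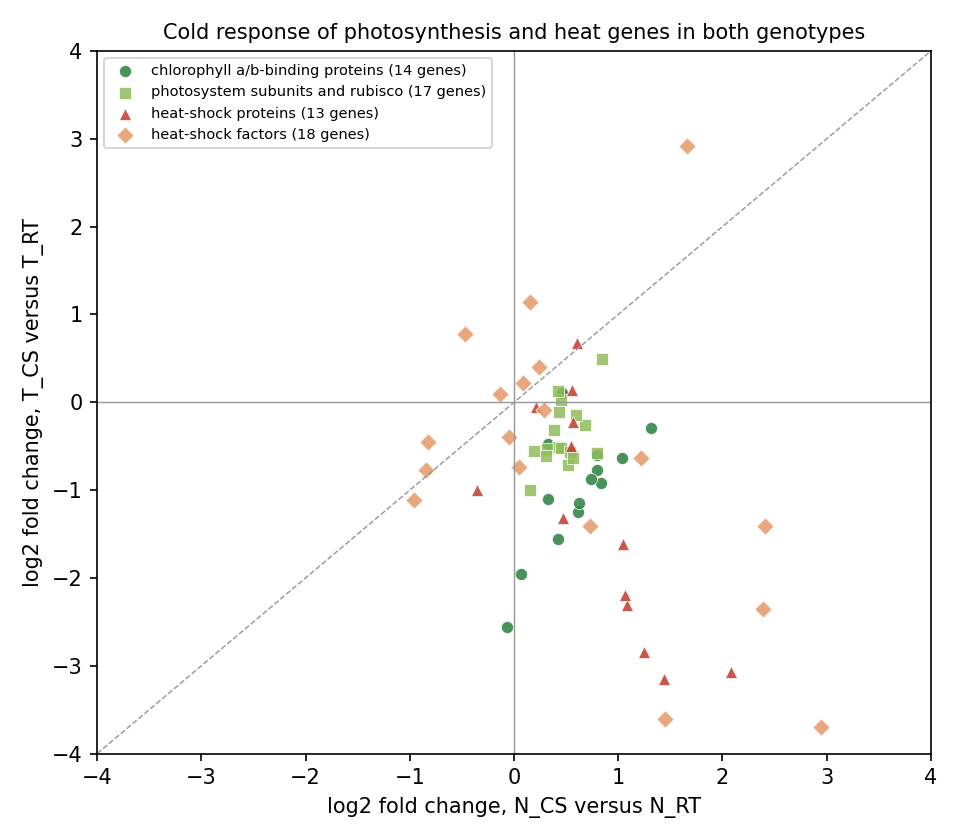
Each point is a gene of 1 of 4 lists, with its log2 fold change with cold in N (N_CS versus N_RT) on the x axis and in T (T_CS versus T_RT) on the y axis. The dashed line marks equal responses, and the 14 chlorophyll a/b-binding genes lie below it.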

Downregulation of heat response and photosynthesis genes was not found in T_RT and N_RT or N_CS and N_RT comparisons (data not shown). Therefore, the set of downregulated genes in T_CS possibly reflects DREB1a‐mediated reprogramming of the cellular response by not only activating defense but also curbing processes that may interfere in the dehydration stress response.

### 3.14 RNA‐seq data validation

To confirm RNA‐seq data, quantitative PCR analysis was conducted on the upregulated DEGs which contained *DRE* elements with following criteria: (i) DEGs co‐expressed under abiotic stress conditions, (ii) TF genes co‐expressed under abiotic stress conditions, and (iii) possible direct targets of DREB1a but not necessarily co‐expressed. The first category included three genes *OsRBOH* (Os12g0541300), *OsJAZ5* (Os03g0402800), and *OsJAZ11* (Os04g0395800). The second category involved four transcription factors *OsDREB1a* (Os09g0522200), *OsDERF5* (Os027g0764700), *ONAC059* (Os01g0862800), *OsbHLH148*, and *OsWRKY76* (Os09g0417600), and the third category included *OsFLS2* (Os04g0618700), *MAPKKK17_18* (Os05g0545300), OsCAM1 (Os03g0319300). This analysis found a good correlation between RNA‐seq and qPCR (*R* ^2^ = .85) and generally validated RNA‐seq data (Figure S5).

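In the RNA-seq data, the genes chosen for qPCR differed in their patterns. OsFLS2, an immune receptor kinase gene, rose from 2.68 ± 0.293 CPM in N_CS to 46.6 ± 0.466 CPM in T_CS, a log2 fold change of 4.12 (SE 0.129, FDR 4.41e-39), and was not called at room temperature (log2 fold change 0.36, FDR 0.0867). OsRBOH, an NADPH oxidase gene, had 6.54 ± 0.129 CPM in N_CS and 30.8 ± 0.334 CPM in T_CS, a log2 fold change of 2.23 (FDR 4.67e-29). It had 29.8 ± 0.749 CPM in T_RT, and the log2 fold change with cold in T was 0.05 (FDR 0.645). The counts of OsRBOH lie within 1.25-fold of those of a neighbouring gene ID in all 8 libraries. MAPKKK17_18 had 64 counts in T_CS and 2 in N_CS, a ratio of 35.8 with a 95% counting interval of 9.52 to 302 (FDR 2.98e-08). OsbHLH148 is named with no ID, and the qPCR values themselves have no counts to set beside these.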

## 4 DISCUSSION

Multigene stacking via Cre‐*lox* recombination had previously generated heritable expression of a stacked locus that contained Arabidopsis *DREB1a* regulated by *RD29a* promoter along with four marker genes (Pathak & Srivastava, 2020). Arabidopsis DREB1a is a well‐known master regulator of abiotic stress tolerance (Shinozaki & Yamaguchi‐Shinozaki, 2000), and *RD29a* is abundantly induced within 3–6 h of imposing cold, osmotic, drought or salt stress (see Arabidopsis eFP Browser; Winter et al., 2007).

Abiotic stresses such as drought, cold, and salinity induce common gene networks including transcription factors, protein kinases, receptor‐like kinases, hormone signaling, and genes associated with the production of osmoprotectants that help plant survive during the stress (DasGupta et al., 2020; Todaka et al., 2015). However, most cultivated rice varieties require further improvement in abiotic stress tolerance (Menguer et al., 2017), and *DREB1a* overexpression is an attractive approach for enhancing abiotic stress tolerance. Oh et al. (2005) expressed *DREB1a* using the maize ubiquitin‐1 promoter in rice (cv. Nakdong) and observed improved tolerance to cold, salinity, and drought. In microarray analysis, Oh et al. found induction of a set of genes including *Dip1* or *Dehydrin1*, *Lip5* or *WSI724*, *Bowman Birk trypsin inhibitor2*, *Receptor kinase LRR repeats*, and *Protein Phosphatase 2C*. These genes are also upregulated >2‐fold in our transgenic rice upon cold treatment (T_CS) (Table S4). 

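The genes taken from the earlier microarray study were higher in T_CS than in N_CS at very different levels. Lip5 was abundant, with 513 ± 11.3 CPM in N_CS and 2304 ± 2.87 CPM in T_CS, a log2 fold change of 2.17 (SE 0.0258, FDR 4.59e-63). The dehydrin gene Dip1 rose from 51.7 ± 4.22 to 279 ± 4.16 CPM (log2 fold change 2.44, FDR 7.98e-52), and the LRR receptor kinase gene Os05g0486100 from 38.6 ± 0.161 to 206 ± 3.7 CPM (2.42, FDR 7.86e-50). The Bowman-Birk trypsin inhibitor gene had 26 counts in T_CS and 1 in N_CS, a ratio of 29.1 with a 95% counting interval of 4.78 to 1193. Its FDR of 0.000456 becomes 0.0158 without N_CS replicate 2, and over the alternatives it began at 1.27e-06. The protein phosphatase 2C gene had 24 counts in T_CS and 0 in N_CS, at least 8.95-fold higher against 3 counts over the group. All 8 tested genes of Table S4 were called higher, a table the study drew up from these libraries. At room temperature, the LRR receptor kinase gene was lower in T (log2 fold change -0.40, FDR 1.08e-07).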

Studying chrysanthemum expressing *RD29a:DREB1a*, Ma et al. (2010) found upregulation of dehydrins and alcohol dehydrogenase (*ADH*). Similarly, we found upregulation of two *ADH* genes in T_CS (Table S4). 

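Both alcohol dehydrogenase genes were higher in T than in N under either treatment. ADH1 had 129 ± 2.18 CPM in N_CS and 592 ± 14.5 CPM in T_CS, a log2 fold change of 2.20 (SE 0.0344, FDR 1.65e-56), and 123 ± 0.852 CPM in N_RT and 315 ± 10.6 CPM in T_RT (1.36, FDR 5.24e-43). ADH2 had 1.46 ± 0.193 CPM in N_CS and 14.9 ± 1.62 CPM in T_CS, a log2 fold change of 3.35 (SE 0.184, FDR 1.41e-25), and it was 2.38 (FDR 9.95e-21) in T_RT versus N_RT. Cold raised ADH1 in T by a log2 fold change of 0.91, while ADH2 in T had 0.08 (FDR 0.613).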

In 10‐day‐old rice seedlings (cv. Nipponbare) expressing Arabidopsis or rice *DREB1a* under *35S* promoter, Ito et al. (2006) found upregulation of *α‐amylase*, *Lip5*, *β‐1,3‐glucanase*, and *protease inhibitor* genes, among others. These genes are also upregulated in our transgenic plants under cold stress. 

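The β-1,3-glucanase gene Os01g0947000 had 372 counts in T_CS, or 9.91 ± 0.253 CPM, and 2 counts in N_CS, a ratio of 208 with a 95% counting interval of 57.2 to 1725 (FDR 1.97e-24). Both of its N_CS counts lie in the second library, and its fitted log2 fold change of 7.54 was 6.50 without N_CS replicate 1 and 10.76, set by the prior count, without N_CS replicate 2. The α-amylase gene Os01g0357400 had 1 count in T_CS and 0 in every other library, too few for a fold change or a test.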

Notably, *β‐1,3‐glucanase* was upregulated 7.5‐fold and *α‐amylase* to 2.4‐fold in T_CS (Table S4). These genes probably function in the stress tolerance in transgenic rice. Finally, Latha et al. (2019) performed microarray on flag leaf of transgenic (*RD29a:DREB1a*) *indica* rice subjected to drought for 14 days at the booting stage. They found upregulation of a large set of genes associated with chloroplast structure and function and suggested enhanced photosynthesis during stress as part of the mechanism for transgenic rice to withstand the stress. In our dataset, however, photosynthesis and chlorophyll functions were downregulated in T_CS (Figure S3a,b). This difference could be based on the developmental stage of plants as Latha et al. used flag leaves, while we used 10‐day‐old seedlings. Clearly, their plants were much more photosynthesis active in the greenhouse compared with our seedlings grown on artificial media in relatively lower light intensity.

Each study, including ours, looked at a snapshot of transcriptome in a single tissue type and found similar genes such as dehydrins, protein kinases, and osmoprotectants in DREB1a‐expressing plants. Overall, our transgenic plants upon cold treatment showed upregulation of well‐known cold, drought, or salt stress genes described previously by others. However, a few differences are noteworthy. First, we observed enrichment of genes associated with JA signaling that is now recognized as an important part of abiotic stress regulation (Kazan, 2015; Santino et al., 2013). Both JA biosynthesis genes and repressors of JA signaling (JAZ) were upregulated in T_CS (Table 2). This is consistent with the reports that JA level increases during cold stress (Hu et al., 2013), and overexpression of *OsJAZ9* that attenuates JA signaling leads to salinity tolerance in rice (Wu et al., 2015). Second, we observed enrichment of *WRKY* TF in T_CS. Only one study, so far, has described differential expression of *WRKY* in *RD29a:DREB1a* transgenic plants (*Salvia miltiorrhiza*) (Wei et al., 2016). *OsWRKY76* that is associated with cold stress tolerance (Yokotani et al., 2013) was among the highly upregulated *WRKYs* in our study (Table 2). Next, we also observed a set of *OsERF* upregulated in T_CS, four of which are upregulated >4‐fold (Table 2). Of these, *OsERF67*, *OsERF27*, *OsERF109a*, and *OsERF109b* were reported to be highly upregulated by cold stress in 7‐day‐old seedlings of *indica* rice cv. Pusa Basmati and in a cold‐tolerant *japonica* rice cv. Jumli Marshi (Chawade et al., 2013; Mittal et al., 2012). In addition to cold stress, *OsERFs* have also been found to be associated with submergence and drought stress (Wang et al., 2011; Wu & Yang, 2020).

Finally, we observed downregulation of heat response and photosynthesis genes in T_CS. Heat stress involves a distinct mechanism based on the induction of heat‐shock proteins and heat‐shock factors, suppression of which could positively regulate response to dehydration stress. Accordingly, Xiang et al. (2013) found that overexpression of *OsHsfB2b* in rice conferred heat tolerance but also rendered them more sensitive to drought and salt stress. Downregulation of photosynthesis genes was also a unique observation in our study. Multiple chlorophyll a/b binding protein genes among other photosynthesis genes were significantly downregulated in T_CS (Figure S6), indicating suppression of primary metabolism to possibly divert energy to stress tolerance pathways.

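All 14 listed genes for chlorophyll a/b-binding proteins fell in T_CS versus N_CS, and the count adjusted over the list alone was the same. Their median log2 fold change was -0.85, with a range of -1.51 to -0.25, and 5 of the 14 were called lower at the fold threshold. Os09g0346500 had the largest fall, with a log2 fold change of -1.51 (SE 0.024, FDR 4.83e-56). These genes are among the most abundant, with a median at the 99.8th percentile of expression. By camera, the list's adjusted p was 3.88e-08, and the adjusted p = 0.192 with an estimated correlation. The response to cold was lower in T than in N for all 14, by a median log2 difference of -1.64. From these falls the paper proposes that primary metabolism is suppressed so that energy goes to stress tolerance.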

In conclusion, expression of *RD29a:DREB1a* from a stacked locus consisting of genes expressed by constitutive and inducible promoters was effective in enhancing salinity and drought tolerance in rice. Global transcriptomic analysis of the transgenic plants showed a complex interaction of transcription factors and hormone signaling toward reprograming the plant's metabolic and growth pattern and enhancing the production of protective proteins and secondary metabolites (Figure 5). Rapid induction of the stress response through early sensing of the stress, abundant expression of the stress regulon as well as its timely attenuation, and suppression of antagonistic pathways such as heat stress is likely the basis of improved stress tolerance in transgenic rice expressing *RD29a:DREB1a* gene.

## CONFLICT OF INTEREST

Authors declare no conflict of interest.

## AUTHOR CONTRIBUTIONS

BP and YVB carried out salinity experiments, YVB and FB designed and performed drought experiments, BP carried out RNA‐seq and related bioinformatics analysis and qPCR, CM carried out DRE search, YVB and FB analyzed phenotypic data, and VS conceptualized the project, analyzed overall data, and wrote the paper.

## Supporting information

**Figure S1:** Salinity stress assay. Representative non‐transgenic (N) and RD29a:DREB1a (T) seedlings exposed to 0, 100 or 150 mM of NaCl for 12 (a‐b) or 15 (c‐d) days. Note the seedling length in (a‐b) and leaf necrosis (arrows) in (c‐d) under salt stress.

**Figure S2:** Water withholding assay. Representative plants of *RD29a:DREB1a* transgenic lines (T) and non‐transgenic (N) lines subjected to dorught stress by water withholding. Photographs were taken at 10% SWC.

**Figure S3:** Gene ontology (GO) terms, biological processes (BP), cellular components (CC), and molecular functions (MF) enriched in **(a)** up‐regulated genes and **(b)** down‐regulated genes in cold‐shocked *RD29a:DREB1a* transgenic lines in comparison to cold‐shocked non‐transgenic lines (FDR cutoff 0.01). Number of genes is given and corresponds to the size of the dots. Data analyzed on iDEP.94 (http://bioinformatics.sdstate.edu/idep94/).

**Figure S4:** Relative expression of *OsDREB1* and *OsDREB2* regulon in *RD29a:DREB1a* transgenic (T) and non‐transgenic (N) under cold‐shock (CS) or room temperature (RT) control conditions. Normalized counts of mapped reads were used to generate the heatmap.

**Figure S5:** Validation of RNA‐seq data by quantitative Reverse Transcriptase PCR (qRT‐PCR). (a) Log2 fold change in the expression of selected genes in RD29a:DREB1a transgenic lines at room temperature (T_RT) or upon cold‐shock (T_CS) as determined by RNAseq (white bars) or qRT‐PCR (pink bars). Fold change in gene expression was calculated relative to non‐transgenic controls in the respective treatment (RT or CS). (b) Correlation of RNA‐seq and qRT‐PCR data (log2 fold change).

**Figure S6:** Gene set enrichment analysis (GSEA) showing down‐regulated pathways in cold‐shocked *RD29a:DREB1a* transgenic line in comparison to cold‐shocked non‐transgenic lines. The associated GO biological processes (BP), molecular functions (MF), and cellular components (CC) are indicated. Pathway significance cut off FDR = 0.01, number of top pathways = 30. Number of genes is given and corresponds to the size of the dots. Data analyzed using iDEP.94 (http://bioinformatics.sdstate.edu/idep94/) using GAGE method (Luo et al. BMC Bioinformatics 10, 161, 2009, 10.1186/1471‐2105‐10‐161).

**Table S1:** Primers used in this study

**Table S2:** RNA‐seq raw data and quality

**Table S3:** Transcript read counts in multigene stacked transgenic line (T) upon cold stress (CS) or room temperature (RT) exposure

**Table S4:** Other genes induced by DREB1a in rice

# Supplementary material for: Phenotypic and transcriptomic analysis reveals early stress responses in transgenic rice expressing Arabidopsis DREB1a
**Source:** Plant Direct. 2022 Oct 19;6(10):e456. doi: 10.1002/pld3.456
**Supplement:** Supplementary file 1 — Figure S1: Salinity stress assay. Representative non‐transgenic (N) and RD29a:DREB1a (T) seedlings exposed to 0, 100 or 150 mM of NaCl for 12 (a‐b) or 15 (c‐d) days. Note the seedling length in (a‐b) and leaf necrosis (arrows) in (c‐d) under salt stress.

## Slide 1

RD29a:DREB1a Transgenic (T)
Non-transgenic (N)
(a)
(b)
12 days after treatment
(d)
(c)
15 days after treatment
0 mM
100 mM
150 mM
0 mM
100 mM
150 mM
Supplementary Fig S1: Salinity stress assay. Representative non-transgenic (N) and RD29a:DREB1a (T) seedlings exposed to 0, 100 or 150 mM of NaCl for 12 (a-b) or 15 (c-d) days. Note the seedling length in (a-b) and leaf necrosis (arrows) in (c-d) under salt stress .

# Supplementary material for: Phenotypic and transcriptomic analysis reveals early stress responses in transgenic rice expressing Arabidopsis DREB1a
**Source:** Plant Direct. 2022 Oct 19;6(10):e456. doi: 10.1002/pld3.456
**Supplement:** Supplementary file 2 — Figure S2: Water withholding assay. Representative plants of RD29a:DREB1a transgenic lines (T) and non‐transgenic (N) lines subjected to dorught stress by water withholding. Photographs were taken at 10% SWC.

## Slide 1

Non-transgenic (N)
Transgenic (T)
Supplementary Fig. S2: Water withholding assay. Representative plants of RD29a:DREB1a transgenic lines (T) and non-transgenic (N) lines subjected to dorught stress by water withholding. Photographs were taken at 10% SWC.

# Supplementary material for: Phenotypic and transcriptomic analysis reveals early stress responses in transgenic rice expressing Arabidopsis DREB1a
**Source:** Plant Direct. 2022 Oct 19;6(10):e456. doi: 10.1002/pld3.456
**Supplement:** Supplementary file 3 — Figure S3: Gene ontology (GO) terms, biological processes (BP), cellular components (CC), and molecular functions (MF) enriched in (a) up‐regulated genes and (b) down‐regulated genes in cold‐shocked RD29a:DREB1a transgenic lines in comparison to cold‐shocked non‐transgenic lines (FDR cutoff 0.01). Number of genes is given and corresponds to the size of the dots. Data analyzed on iDEP.94 (http://bioinformatics.sdstate.edu/idep94/).

(a) Up-regulated GO terms

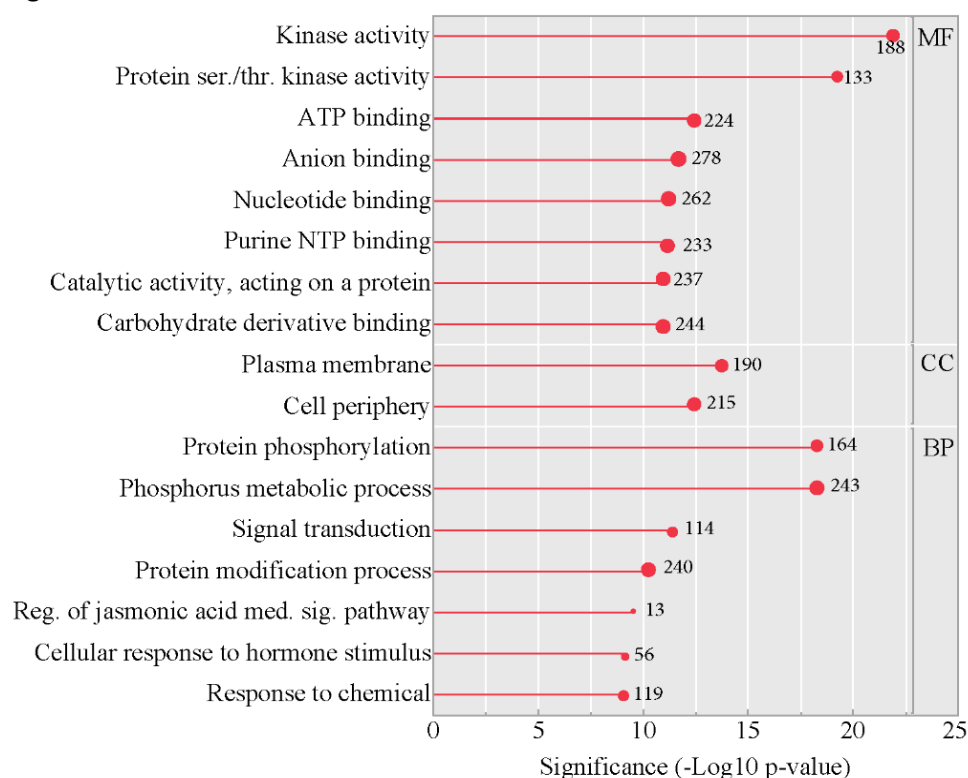

(b) Down-regulated GO terms

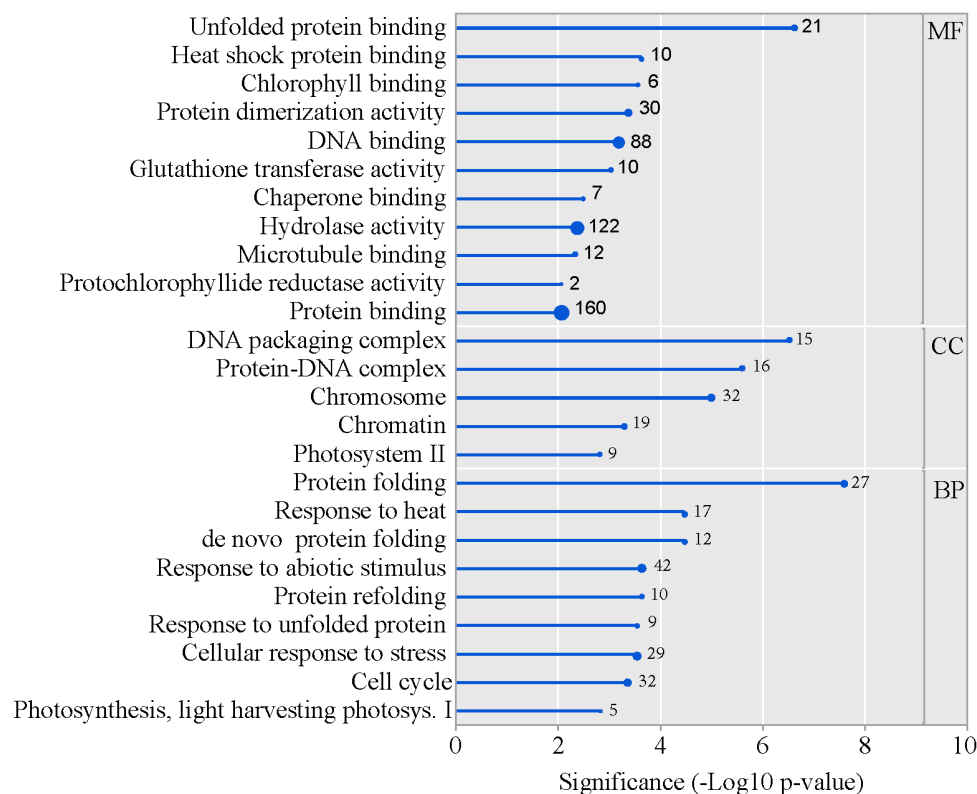

Supplementary Fig. S3: Gene ontology (GO) terms, biological processes (BP), cellular components (CC), and molecular functions (MF) enriched in **(a)** up-regulated genes and **(b)** down-regulated genes in cold-shocked *RD29a:DREB1a* transgenic lines in comparison to cold-shocked non-transgenic lines (FDR cutoff 0.01). Number of genes is given and corresponds to the size of the dots. Data analyzed on iDEP.94 (<http://bioinformatics.sdstate.edu/idep94/>).

# Supplementary material for: Phenotypic and transcriptomic analysis reveals early stress responses in transgenic rice expressing Arabidopsis DREB1a
**Source:** Plant Direct. 2022 Oct 19;6(10):e456. doi: 10.1002/pld3.456
**Supplement:** Supplementary file 4 — Figure S4: Relative expression of OsDREB1 and OsDREB2 regulon in RD29a:DREB1a transgenic (T) and non‐transgenic (N) under cold‐shock (CS) or room temperature (RT) control conditions. Normalized counts of mapped reads were used to generate the heatmap.

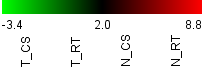

**
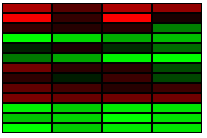
**

**OsDREB1A**

**OsDREB1B**

**OsDREB1C**

**OsDREB1D**

**OsDREB1E**

**OsDREB1F**

**OsDREB1G**

**OsDREB1H**

**OsDREB2A**

**OsDREB2A**

**OsDREB2A**

**OsDREB2A**

**OsDREB2E**

**Supplementary Fig. S4:** Relative expression of *OsDREB1* and *OsDREB2* regulon in *RD29a:DREB1a* transgenic (T) and non-transgenic (N) under cold-shock (CS) or room temperature (RT) control conditions. Normalized counts of mapped reads were used to generate the heatmap.

# Supplementary material for: Phenotypic and transcriptomic analysis reveals early stress responses in transgenic rice expressing Arabidopsis DREB1a
**Source:** Plant Direct. 2022 Oct 19;6(10):e456. doi: 10.1002/pld3.456
**Supplement:** Supplementary file 5 — Figure S5: Validation of RNA‐seq data by quantitative Reverse Transcriptase PCR (qRT‐PCR). (a) Log2 fold change in the expression of selected genes in RD29a:DREB1a transgenic lines at room temperature (T_RT) or upon cold‐shock (T_CS) as determined by RNAseq (white bars) or qRT‐PCR (pink bars). Fold change in gene expression was calculated relative to non‐transgenic controls in the respective treatment (RT or CS). (b) Correlation of RNA‐seq and qRT‐PCR data (log2 fold change).

**
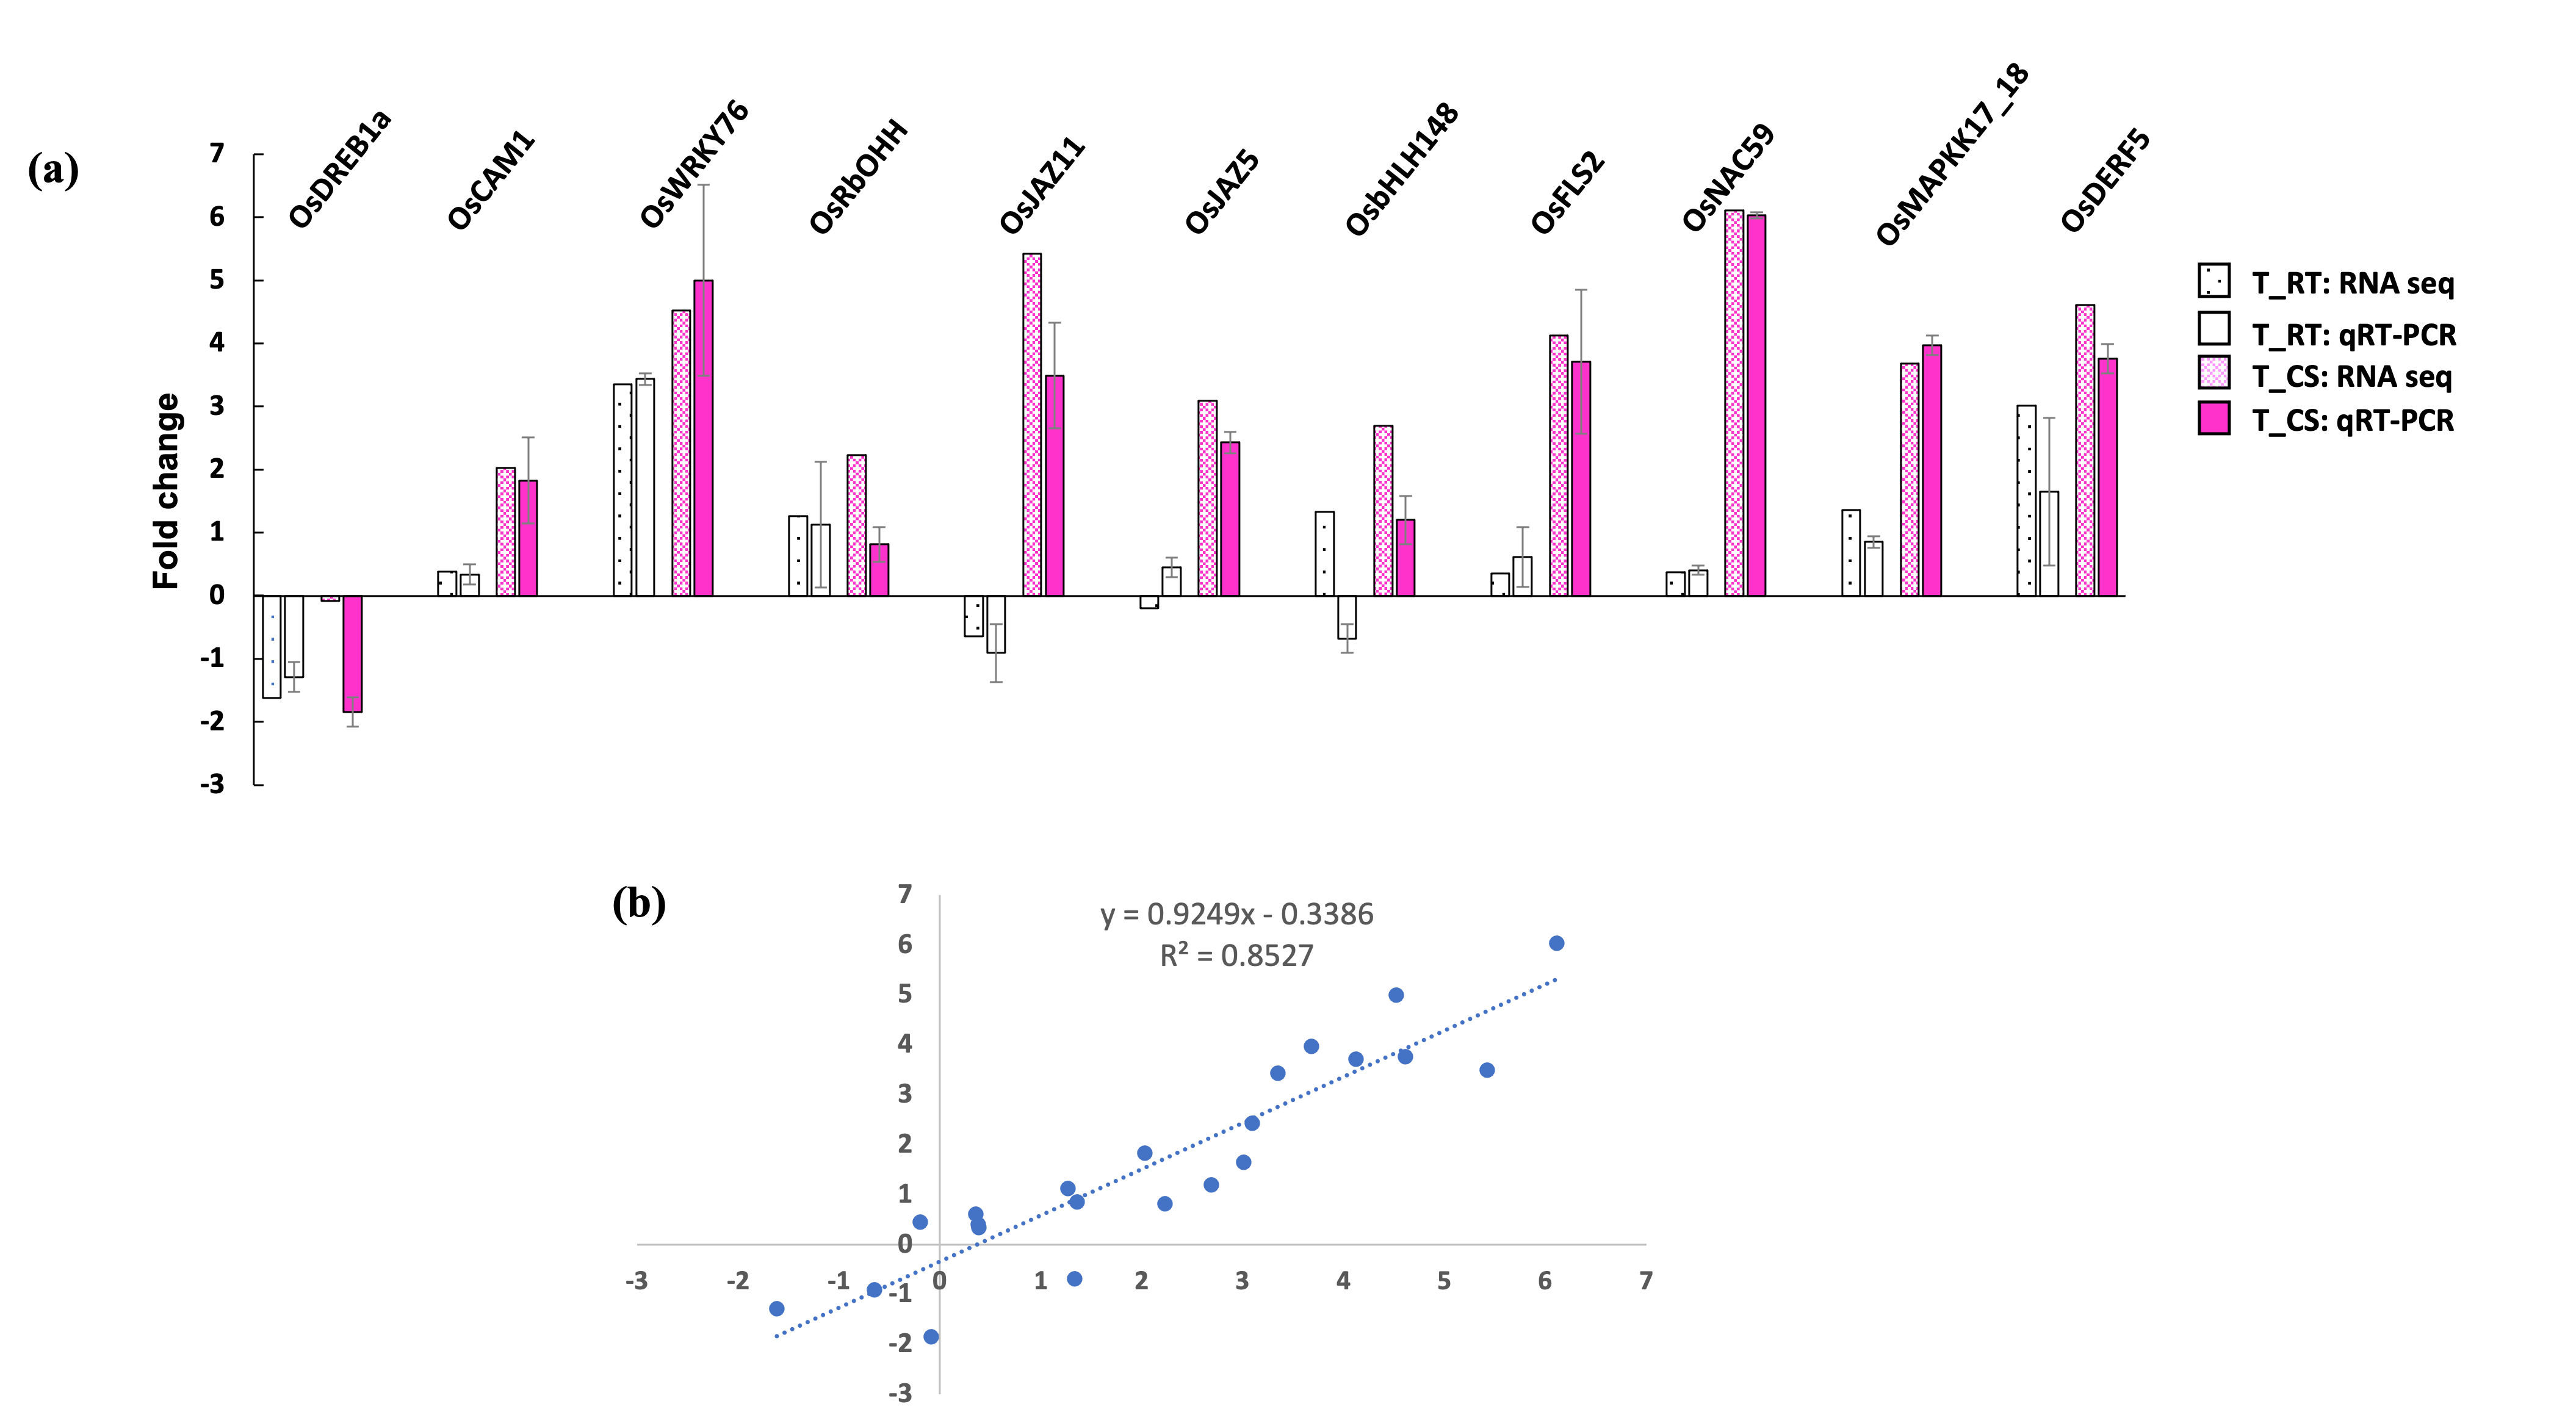
**

**Supplementary Fig. S5:** Validation of RNA-seq data by quantitative Reverse Transcriptase PCR (qRT-PCR). (**a**) Log2 fold change in the expression of selected genes in *RD29a:DREB1a* transgenic lines at room temperature (T_RT) or upon cold-shock (T_CS) as determined by RNAseq (white bars) or qRT-PCR (pink bars). Fold change in gene expression was calculated relative to non-transgenic controls in the respective treatment (RT or CS). (**b**) Correlation of RNA-seq and qRT-PCR data (log2 fold change).

# Supplementary material for: Phenotypic and transcriptomic analysis reveals early stress responses in transgenic rice expressing Arabidopsis DREB1a
**Source:** Plant Direct. 2022 Oct 19;6(10):e456. doi: 10.1002/pld3.456
**Supplement:** Supplementary file 6 — Figure S6: Gene set enrichment analysis (GSEA) showing down‐regulated pathways in cold‐shocked RD29a:DREB1a transgenic line in comparison to cold‐shocked non‐transgenic lines. The associated GO biological processes (BP), molecular functions (MF), and cellular components (CC) are indicated. Pathway significance cut off FDR = 0.01, number of top pathways = 30. Number of genes is given and corresponds to the size of the dots. Data analyzed using iDEP.94 (http://bioinformatics.sdstate.edu/idep94/) using GAGE method (Luo et al. BMC Bioinformatics 10, 161, 2009, 10.1186/1471‐2105‐10‐161).

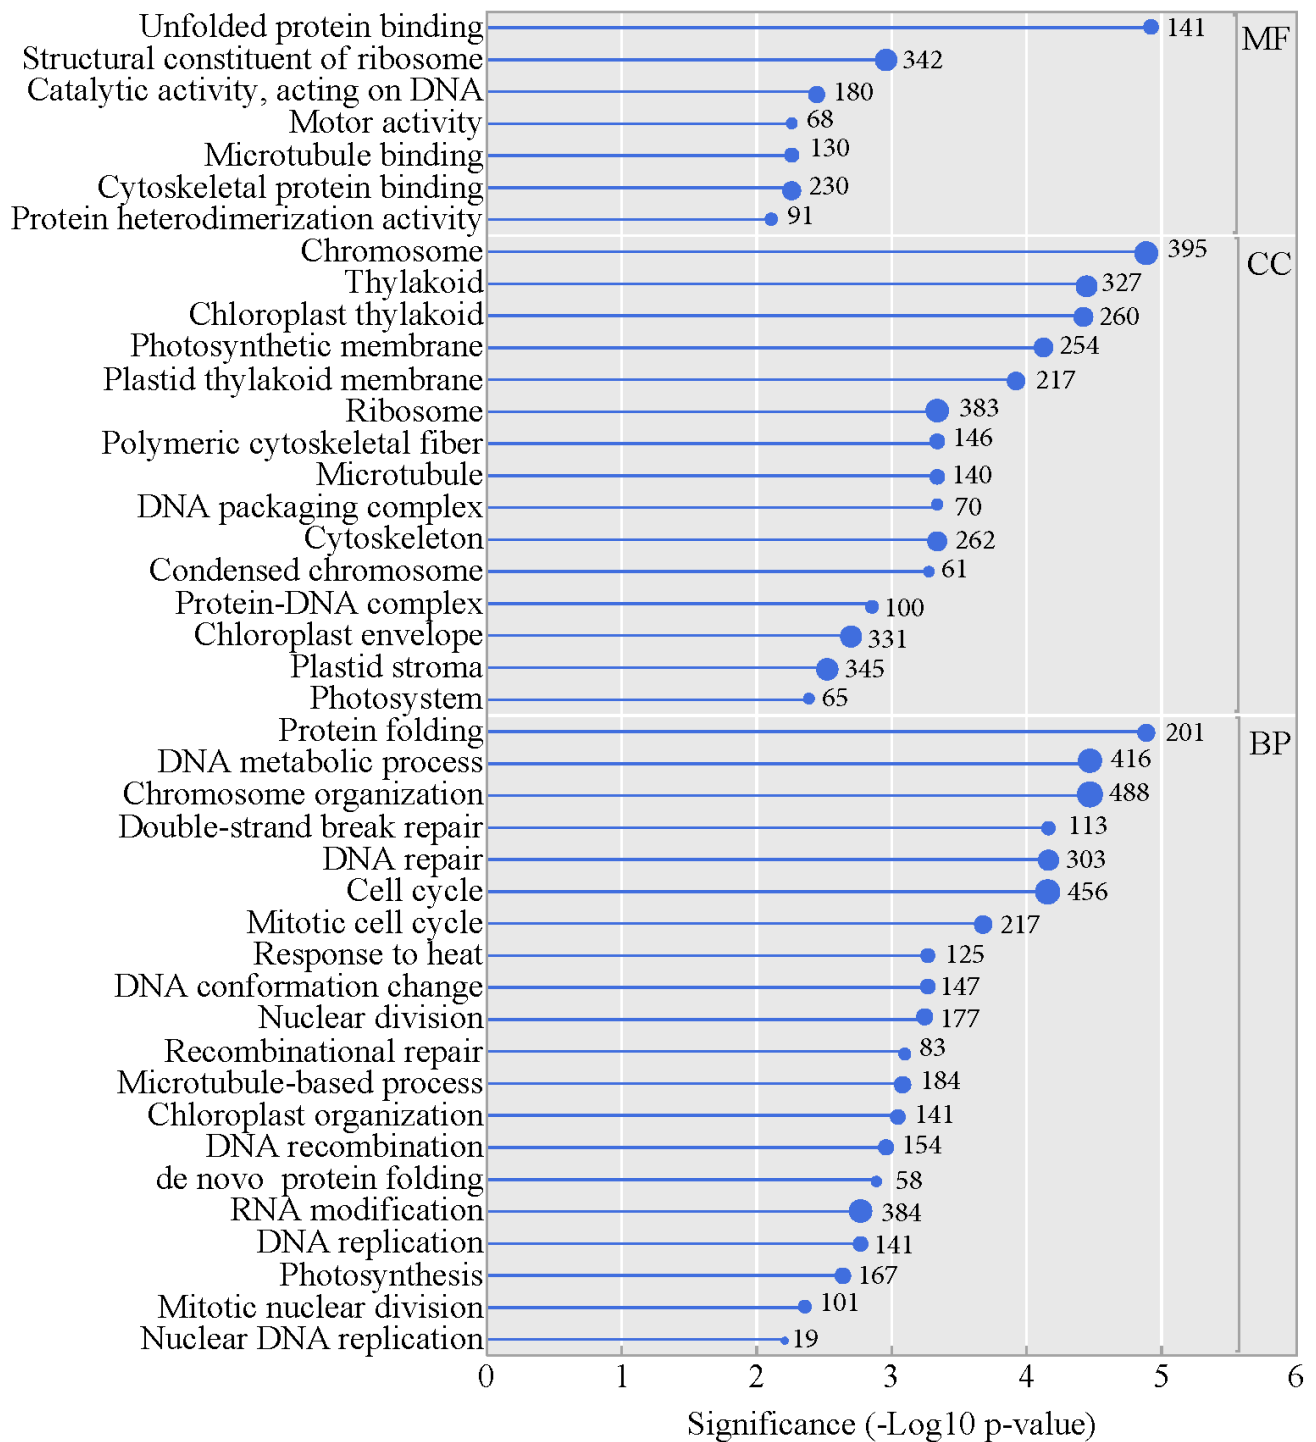

Supplementary Fig. S6: Gene set enrichment analysis (GSEA) showing down-regulated pathways in cold-shocked *RD29a:DREB1a* transgenic line in comparison to cold-shocked non-transgenic lines. The associated GO biological processes (BP), molecular functions (MF), and cellular components (CC) are indicated. Pathway significance cut off FDR = 0.01, number of top pathways= 30. Number of genes is given and corresponds to the size of the dots. Data analyzed using iDEP.94 (<http://bioinformatics.sdstate.edu/idep94/>) using GAGE method (Luo et al. BMC Bioinformatics 10, 161, 2009, <https://doi.org/10.1186/1471-2105-10-161>).

# Supplementary material for: Phenotypic and transcriptomic analysis reveals early stress responses in transgenic rice expressing Arabidopsis DREB1a
**Source:** Plant Direct. 2022 Oct 19;6(10):e456. doi: 10.1002/pld3.456
**Supplement:** Supplementary file 7 — Table S1: Primers used in this study

| **Gene Name** | **Primer Name** | **Sequence (5'-3')** |
| --- | --- | --- |
| OsCAM1 | qOsCAM1-F | ACCAACCTCGGCGAGAA |
|  | qOsCAM1-R | CATGACCTTGACGAACTCC |
| OsWRKY76 | qOsWRKY76-F | ATCACGCTCGACCTCACCAAG |
|  | qOsWRKY76-R | AACTCCGGCGACGCGACCT |
| OsRbOHH | qOsRbOHH-F | GCAGGACTACTGGAAGTACGA |
|  | qOsRhOHH_R | GTCGTCGTAGATGTGGTTGAG |
| OsJAZ11 | qOsJAZ11-F | GCAGAGGCTATAATGAGGATGG |
|  | qOsJAZ11-R | CTTTGGCAAAATTGCCTAC |
| OsJAZ5 | qOsJAZ5-F | GTGTCCTTCTTCCATCTTCC |
|  | qOsJAZ5-R | ATTGGCCTGAGCAACAGGAA |
| OsFLS2 | qOsFLS2-F | AGTTCGCGTACATGAGGA |
|  | qOsFLS2-R | GGTGAAGAGCTCCATCG |
| OsbHLH48 | qOsbHLH148-F | ATTGCGGCTTGTGAAGTG |
|  | qOsbHLH148-R | ATCGCTGTCAGGCTGGTT |
| OsNAC59 | qOsNAC59-F | GGAAAACGACGGATCAGGAA |
|  | qOsNAC59-R | AGTACAGAAGTGCGGTCAAG |
| OsMAPKK17-18 | qOsMAPKK17-18F | AGATCGGAAGCTGTAATGGATG |
|  | qOsMAPKK17-18R | GGAGCTGTTCATCCACAAAGG |
| OsDERF5 | qOsDERF5-F | CAAGCTCAACTTCCCGG |
|  | qOsDERF5-R | TTCGAGCCGCAGTTCTC |
| OsDREB1a | qOsDREB1a-F | ATGTGCGGGATCAAGCAGG |
|  | qOsDREB1a-R | TCCACACCGTCTGGTGCT |
| 7Ubiquitin | q7Ubiq1445-F | TGGTCAGTAATCAGCCAGTTTG |
|  | q7Ubiq1520-R | CAAATACTTGACGAACAGAGGC |

# Supplementary material for: Phenotypic and transcriptomic analysis reveals early stress responses in transgenic rice expressing Arabidopsis DREB1a
**Source:** Plant Direct. 2022 Oct 19;6(10):e456. doi: 10.1002/pld3.456
**Supplement:** Supplementary file 8 — Table S2: RNA‐seq raw data and quality

| **Parameter** | **N_RT rep1** | **N_RT rep 2** | **N_CS rep1** | **N_CS rep2** | **T_RT rep1** | **T_RT rep2** | **T_CS rep1** | **T_CS rep2** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Globals** |  |  |  |  |  |  |  |  |
| Reference size | 375,049,285 | 375,049,285 | 375,049,285 | 375,049,285 | 375,049,285 | 375,049,285 | 375,049,285 | 375,049,285 |
| Number of reads | 48,505,594 | 38,443,370 | 46,438,394 | 39,719,254 | 43,101,920 | 47,086,070 | 42,139,082 | 38,515,704 |
| Average | 43,474,482 | | 43,078,824 | | 45,093,995 | | 40,327,393 | |
| Mapped paired reads | 46,779,108 (96.44%) | 37,005,302 (96.26%) | 44,717,370 (96.29%) | 38,413,656 (96.71%) | 41,447,690 (96.16%) | 46,355,280 (98.45%) | 40,923,840 (97.12%) | 36,763,238 (95.45%) |
| GC content | 53.06% | 52.98% | 52.69% | 53.02% | 53.54% | 53.62% | 52.55% | 52.24% |
| **Coverage** |  |  |  |  |  |  |  |  |
| Mean | 37.7874 | 30.1751 | 36.4708 | 31.2465 | 33.0932 | 36.978 | 33.6093 | 30.2478 |
| Standard deviation | 267.6963 | 212.5377 | 309.927 | 268.7895 | 280.9564 | 313.9022 | 288.124 | 253.8906 |
| **Mapping** |  |  |  |  |  |  |  |  |
| Mean Quality | 58.06 | 58.08 | 58.02 | 58.05 | 58.09 | 58.08 | 58.06 | 58.06 |

N_RT: non-transgenic at room tepretaure; N_CS: non-transgenic after cold-shock; T_RT: RD29a:DREB1a transgenic at room temperature; T_CS: RD29a:DREB1a transgenic after cold-shock

# Supplementary material for: Phenotypic and transcriptomic analysis reveals early stress responses in transgenic rice expressing Arabidopsis DREB1a
**Source:** Plant Direct. 2022 Oct 19;6(10):e456. doi: 10.1002/pld3.456
**Supplement:** Supplementary file 9 — Table S3: Transcript read counts in multigene stacked transgenic line (T) upon cold stress (CS) or room temperature (RT) exposure

| **Gene construct in pNS64^1^** | **Gene** | **NCBI accession no.** | **Read Counts^2^** | | **Fold Change upon CS** |
| --- | --- | --- | --- | --- | --- |
|  |  |  | **T_CS** | **T_RT** |  |
| ZmUbi:NPTII | *NPTII* | KT184682.1 | 45,353 | 25,704 | 1.7 |
| 35Sppdk:GFP | *GFP* | U55762.1 | 42,362 | 34,775 | 1.2 |
| 35S:GUS | *GUS* | S94464 | 35,158 | 18,875 | 1.8 |
| RD29a:DREB1a | *DREB1A* | NM_118680.2 | 149 | 3 | 49.6 |
| GmHSP17.5E:pporRFP | *pporRFP* | DQ206380.1 | 6 | - | ~ |

^1^pNS64 harboring 4 gene constructs was used for Cre-*lox* mediated site-specific integration into rice genome. The resulting transgenic lines were used in this study

^2^Mapped read counts of cold-stressed (CS) or room temperature control (RT) transgenic lines (T)

# Supplementary material for: Phenotypic and transcriptomic analysis reveals early stress responses in transgenic rice expressing Arabidopsis DREB1a
**Source:** Plant Direct. 2022 Oct 19;6(10):e456. doi: 10.1002/pld3.456
**Supplement:** Supplementary file 10 — Table S4: Other genes induced by DREB1a in rice

Supplementary Table 4: Other genes induced by DREB1a in rice

Gene	Gene ID	Log ₂ FC ¹	No. of DRE ²
Dip1/Dehydrin1	Os02g0669100	2.4	8
Lip5/Water Stress Inducible 724	Os03g0655400	2.1	3
Bowman-Birk type Trypsin Inhibitor	Os01g0127600	4.5	5
Receptor kinase LRR repeats	Os05g0486100	2.4	4
Protein Phosphatase 2C	Os11g0242200	6.8	0
Alcohol dehydrogenase 1	Os11g0210300	2.2	1
Alcohol dehydrogenase 2	Os11g0210500	3.3	0
β-1,3-glucanase	Os01g0947000	7.5	1
α-amylase	Os01g0357400	2.4	1

¹Fold change (log2) in cold-treated transgenic line (T_CS) compared to the cold-treated non-transgenic controls (N_CS)

²Number of DRE core motif (A/GCCGAC) in 2 kb sequence upstream of the start site

How the deposited data were processed for this re-analysis (not part of the article)

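RNA-seq was done on the aerial parts of 10-day-old rice seedlings of 2 genotypes, transgenic rice expressing RD29a:DREB1a (T) and the non-transgenic control (N), at room temperature (RT) or after a cold shock of 20 h (CS). The sample labels give T as a pool of homozygous lines 11, 20 and 29 and N as wild type, whereas the paper lists homozygous lines 11 and 29 and takes the parental T5 line as N. The files cannot settle this, so T versus N compares the genotypes only as far as these descriptions agree. Each of the 4 groups is 1 pool of RNA from 6 seedlings, and 2 libraries were made from each pool, 8 in all. The authors trimmed the reads with Trimmomatic, aligned them to the IRGSP-1.0 genome with STAR and counted them per gene ID with featureCounts 1.6.4. The deposited counts are whole numbers whose totals differ between libraries, so they were used as raw counts although the methods speak of normalized counts. The strand setting and the handling of reads that map to several places or overlap several IDs are not stated.

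Total counts per library ranged from 18963211 to 24405824, and between 31434 and 31984 gene IDs had at least 1 count. TMM factors ranged from 0.935 to 1.07. At this depth, 3 counts over the 2 libraries of a group correspond to 0.065 to 0.0748 CPM, and the median SE of a log2 fold change in T_CS versus N_CS was 0.134. Where all libraries of a group had 0 counts, a fold change is given as a lower bound against 3 counts over the group. With 1 to 3 counts it is given as a ratio of summed counts with its 95% counting interval, and with both groups at 3 counts or fewer no fold change is given.

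Genes were tested in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr over the groups, with a minimum count of 10 and a minimum total count of 15, which left 28218 of 38978 IDs. A quasi-likelihood model with 1 mean per group was fitted over the 8 libraries with TMM scaling, and 4 comparisons and the difference between the cold responses of T and N were tested with Benjamini-Hochberg adjustment over all genes. The thresholds are those of the legend of Figure 3. The replicates are technical, so the tests compare pools. Other groupings of the libraries were not counted, since groups of 2 are too small for it.

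The genes named are every gene that the study gives with an ID in its text, Table 2 or Table S4. Their published fold changes had been seen before the data were examined. OsDREB1 and OsDREB2 genes without such an ID were to be named as well but were not matched. Added to the named genes were up to 4 members of each list with the largest fold change. Of the last kind, only 3 IDs are printed. The rule also asked for the genes with the largest changes and a described function, and for reference genes, but 1 ID of the deposited files was found in the reference table at hand, which belongs to another genome build. Neither part could therefore be applied, and most of the lists written down before the data were examined could not be filled.

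For 6 lists (chlorophyll a/b-binding proteins, chlorophyll synthesis enzymes, photosystem subunits and rubisco, heat-shock factors, heat-shock proteins and DREB genes), IDs had been listed beforehand from general knowledge, and no table used here pairs these IDs with names. The paper names OsHsfB2b, OsDREB1A, OsDREB1C and OsDREB1G among them. Lists were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2, with a preset correlation of 0.01 and with an estimated correlation, and adjusted over the 6 lists of a comparison. For k-means, 4 was added to each CPM before log2 was taken. The 2000 genes with the highest SD of these values were centred and split into 4 clusters from 50 starts.

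The steps were tested on simulated data. For T_CS versus N_CS, with counts simulated for 28218 genes of which 27721 passed the filter, 190 of 200 changed genes passed the FDR. The 200 were drawn only from genes averaging at least 1 CPM, so this share does not cover genes with fewer counts. The simulated spread was that of these technical libraries. By log2 fold change, 25 of 25 genes were found at -3, 24 at -2.5, 22 at -1.5, 22 at -1, 23 at 1, 24 at 1.5, 25 at 2.5 and 25 at 3. Of the unchanged genes, 1 passed the FDR and none was called.

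The alternatives set before the data were examined were DESeq2 1.42.0, RLE size factors, other low-count filters, the 4 libraries of a comparison alone, a likelihood ratio test, the replicate number as a block, leaving out each library, other thresholds, another correlation for the list tests and other settings of k-means. Total count scaling, leaving out the 10 most abundant genes and keeping 1 ID of each run of near-equal neighbours were added after seeing the data. The search for DRE motifs upstream of the genes and its alternatives were not run, since no genome sequence or annotation of IRGSP-1.0 was at hand. The receptor-like kinase gene OsDEES1 has an incomplete ID in the text and was not matched, and OsDERF5 was read as Os02g0764700, the ID that Table 2 gives to OsERF109a. The phenotypes, the qPCR measurements and the read counts of the transgenes have no values in the count files and were left out.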

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

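The tests of scaling, of abundant genes, of swapped labels, of pools, of overlapping IDs and of gene copies were chosen after the result was seen, and so was the test of the shared N_CS libraries by splitting them. It replaced a simulation that was written before its result was seen and proved void.

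The response to cold differed between the genotypes, by the test of the difference itself, in 9220 genes. The median log2 difference, T less N, was -1.64 for chlorophyll a/b-binding proteins, -0.91 for photosystem subunits and rubisco and -1.80 for heat-shock proteins, with adjusted p = 2.41e-12, 3.23e-10 and 2.45e-05 by camera, and adjusted p = 0.101, 0.101 and 0.0589 with an estimated correlation. Of the 38 tested genes of Table 2, 30 differed in their cold response, 29 with the more positive response in T, in a table drawn up from these libraries. OsUSP36 had a log2 difference of 3.22 and OsDREB1A of 1.53. For OsDREB1C it was -3.57. OsDREB1G had -0.91, which misses the FDR without N_RT replicate 1 (-0.60, FDR 0.119) or N_CS replicate 2 (-0.64, FDR 0.0409) and with DESeq2. OsHsfB2b had a fitted log2 difference of -6.65, whose size depends on the prior count since T_CS holds 3 counts.

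Organelle-encoded genes, which the study does not discuss, took 0.0306% ± 0.000347 of the counts in N_CS and 0.0298% ± 0.000509 in T_CS, against 0.0198% ± 0.000269 in N_RT and 0.0217% ± 0.000283 in T_RT. Of 30 tested, 18 rose with cold in N and 13 in T, and none fell. IDs were taken as organelle-encoded by their form alone. The libraries were made from poly(A)-selected RNA, and whether the rise reflects the level of organelle transcripts was not tested.

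Many genes for chlorophyll a/b-binding and heat-shock proteins changed in opposite directions with cold in N and T. Of 14 chlorophyll a/b-binding genes, 13 rose and 1 fell in N, and 13 fell and none rose in T. Of 13 heat-shock protein genes, 8 rose and none fell in N, and in T 8 fell and 2 rose, which had risen in N too. For the pair of lists, adjusted p = 6.45e-07 and 0.000216 in N and 1.59e-06 and 0.0112 in T by camera, and adjusted p = 0.15 and 0.0742 in N and 0.191 and 0.103 in T with an estimated correlation. Scaling of the libraries would move all genes alike, but the median difference of cold responses lay below that of all genes by a log2 value of -1.61 for the first list and -1.76 for the second. The share of counts on the 10 most abundant genes, 5.77% to 7.79%, can shift all other genes by 0.0312 at most on the log2 scale, and swapped T_RT and T_CS labels are argued against by the genes called higher with cold in N, of which 137 of the 167 that passed the FDR in T, or 82.0%, rose there too. What stays open is a difference between pools other than genotype and treatment, which cannot be told apart from them with 1 pool per group. An effect of DREB1a, which the design names, may therefore account for the pattern as a hypothesis and was not tested apart from the pools. The T genotype also carries the marker genes of the stacked locus, and the descriptions of N differ. An effect of DREB1a cannot be told apart from an effect of these either.

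Neighbouring gene IDs often had near-equal counts: 1398 of 21386 pairs, or 6.54%, lay within 1.25-fold in all 8 libraries, among IDs with at least 80 counts. Near-identical copies anywhere in the genome would give such pairs at a distance as well, but among IDs 20 places apart there were 58 of 19393, or 0.299%. Counting a read for each of the IDs it overlaps stays open, as do copies that lie side by side. Total counts were 102.3% or more of the mapped read pairs in every library, which decides nothing, since reads mapped to several places would raise the totals too and unassigned reads would lower them. The counting and the positions of the IDs cannot be read from the files. Such pairs add to the counts of genes, with 32 pairs called higher and 58 called lower in T_CS versus N_CS, and they include OsOPR1, OsRBOH, 1 chlorophyll a/b-binding gene, 2 photosystem or rubisco genes and 1 heat-shock factor.

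Of the 673 genes called higher in T_CS versus N_CS, 237 fell with cold in N. Both comparisons use the N_CS libraries, so chance in these libraries could give such genes. With 1 N_CS library used for each comparison, no library is shared, and 187 genes were called higher and fell in either way of splitting, where 114.1 and 112.5 would be expected from independent lists. Chance of the shared libraries may add a part of the 237 but, if a single library varies like the others, does not account for all of the excess. Counts simulated with no cold effect in N gave 0 such genes, but 0 of all genes passed the FDR for cold there, so the FDR fixed this outcome. Both N_CS libraries come from 1 pool, and whether the fall in N comes from the treatment or from a difference between pools other than genotype and treatment stays open.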

How the results depend on the processing

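Total count scaling, leaving out the 10 most abundant genes and keeping 1 ID per run of near-equal neighbours were chosen after the result was seen, and the other alternatives before the data were examined.

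Over 4308 values of named genes under these alternatives, none that passed the FDR in the main setting or the alternative changed its direction, 4203 kept their side of the FDR, 88 lost it and 17 gained it, while 28 changed sign without passing it in either setting. For T_CS versus N_CS, 876 of 879 kept it, and the 3 losses were OsGH3-8 without T_CS replicate 2, OsERF118 with DESeq2 and the Bowman-Birk trypsin inhibitor without N_CS replicate 2. A named gene that fell below the filter or had no FDR in an alternative gave no value there and was not counted. In T_CS versus N_CS, the Bowman-Birk trypsin inhibitor had values in 12 alternatives, against 15 for OsGH3-8 and OsERF118. A setting that leaves 1 library in a group assumes that it varies like the others. Without single libraries, the genes higher in T_CS versus N_CS ranged from 649 to 711, those lower from 1266 to 1382, and the differing cold responses from 8052 to 8861. With DESeq2 these were 643, 1013 and 6677. With a log2 fold change of at least 1, 2135, 515, 690 and 1734 genes were higher in T_CS versus N_CS, T_RT versus N_RT, N_CS versus N_RT and T_CS versus T_RT, and 312 were shared by the first pair of comparisons, 189 of them higher in both. With the fold alone on summed counts, 325 genes were lower in T_RT versus N_RT, 225 were shared and 98 were lower in both. With a log2 fold change of at least 1, 3210 genes were called after cold shock alone and 331 at room temperature alone, and with the fold alone 305 at room temperature alone. The fold alone leaves out the FDR and also replaces the fitted fold, and its parts were not separated. The other counts of genes called stayed within 1.5 times. Counts of list members moved by more where few were called, such as heat-shock factors higher in T_CS versus N_CS, 3 in place of 5 with DESeq2, and DREB genes lower, 3 in place of 1 with total count scaling. With an estimated correlation in camera, the lists' adjusted p = 0.192 for chlorophyll a/b-binding proteins, 0.157 for chlorophyll synthesis enzymes, 0.214 for photosystem subunits and rubisco and 0.0406 for heat-shock proteins. The replicate numbers pair no samples (deviations of replicates correlated at -0.0104 to 0.0113 between groups), and with the number as a block, 669 and 1355 genes were called in T_CS versus N_CS and the adjusted p of chlorophyll synthesis enzymes was 0.0141, with the cause not tested. Total count scaling shifted the median log2 fold change of all genes to -0.0987 with cold in N and -0.127 in T, from 0.0109 and -0.0124, and gave 616 genes higher and 1663 lower in T_CS versus N_CS. In T_RT versus N_RT it gave 149 higher and 166 lower, so that the lower genes, in place of the higher, were the more numerous. The fold threshold for lower genes is the less strict, and with 1 and -1 the main setting gave 515 higher and 128 lower. In T_CS versus N_CS, 674 were higher and 1382 lower without the 10 most abundant genes, and 641 and 1320 with 1 ID per run. Depth limits the genes with few counts, whose folds are bounds or wide intervals. DRE motif alternatives were not run.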

Differences from the paper's values

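The alternatives named here were set before the data were examined.

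Fig. 4d shows about 1900 genes higher in T_CS versus N_CS, read by eye, against 673 here at the thresholds its legend states, while 673 lies only 1.46% below the count that the paper's methods state at a log2 fold change of at least 2 and an FDR under 0.01. Of the alternatives, only a log2 fold change of at least 1 brings the value within 1.5 times, with 2135 genes. DESeq2, RLE size factors, the other filters and tests, the block, leaving out single libraries, the wider FDR and the fold alone do not. Fig. 3d shows about 330 genes in the cluster raised by cold in both genotypes, read by eye, against 157 here, and neither a pseudocount of 1 (178 genes) nor scaling to unit SD (165 genes) closes the gap. With fewer of the most variable genes clustered, it held 104. Fig. S5 shows a log2 fold change of about 3.7 for MAPKKK17_18 in T_CS versus N_CS, read by eye, against a fitted 5.00 here from 64 and 2 counts, which depends on the prior count. No alternative reached it, with values from 4.89 to 5.19. At the thresholds of Figure 3, the 1939 genes called here after cold shock alone are 30.8% fewer than in the paper, the 163 at room temperature alone are 49.5% more, and the 121 shared are the same number. Of the alternatives, DESeq2 came nearest to the paper at room temperature alone, with 111 genes, and the fold alone on summed counts after cold shock alone, with 2470 genes, while a log2 fold change of at least 1 gave 3210. The 2060 genes called here in either direction lie 0.435% below the paper's count for pathway analysis, for which it states a fold threshold for higher genes only.

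The text of the paper gives the changes of single genes in T_CS as fold changes, and most of these match the log2 fold changes here, not the ratios. On that scale, 58 fold changes of the text and tables could be compared, 46 lay within 0.1 of those here and 9 had a lower bound here. The other 3 differed by more than 0.1 but by less than the SD of the replicates. They are the trehalose-6-phosphate synthase gene Os08g0414700 (the paper's 2.3 against 2.03 here, SD 0.273), the dnaJ gene Os01g0702450 (the paper's 4.2 against 4.48 here from 20 and 1 counts, SD 1.39) and OsHsfB2b (the paper's 4.5 against 4.87 here as a fall, from 105 and 3 counts, SD 2.07). With other low-count filters the dnaJ gene had 4.19. The SD of the replicates does not measure the error of recomputing values from the same libraries, so it does not explain these gaps. Of 20 values read by eye from Fig. S5, 18 lay within 0.2. The qPCR measurements shown in that figure were left out, so this is no comparison with qPCR.

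The paper states that OsPAO6 and an α-amylase gene were upregulated in T_CS. OsPAO6, with 5 counts, was not tested here, and with no low-count filter its FDR was 0.187. The α-amylase gene had 1 count. The paper also lists OsCCR, OsC4H, OsTPS23 and the dnaJ gene Os01g0702450, which fell below the count filter here. They pass with no low-count filter (FDR 0.0057, 0.00699, 0.00475 and 0.00653) and with a filter of at least 0.5 CPM in 1 library (FDR 0.0032, 0.00388, 0.00211 and 0.00246).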

Other observations

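The test of DRE motifs at room temperature was chosen after the result was seen, as was the comparison of libraries of a group.

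Cold lowered more genes than it raised past the fold thresholds in both genotypes. In N_CS versus N_RT, 251 genes were called higher and 1648 lower, and in T_CS versus T_RT 519 were called higher and 3093 lower, where the threshold for lower genes is the less strict. Past the FDR alone, 5558 rose and 5940 fell in N, and 7390 rose and 7390 fell in T. Of the 251 genes called higher in N, 167 passed the FDR in T, where 137 rose and 30 fell. In a principal component analysis, the first component held 52.3% of the variance, with T_CS at 94.3 and 97.2, N_CS at 3.65 and 2.29, and the room temperature libraries at -53.8 to -45.4. The second held 25.6% and set N_CS apart, at -70.8 and -71.7.

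The T_CS libraries differed from each other more than those of the other groups. By an exact binomial test on the counts of each gene, at an FDR of 0.01, 360 genes differed between the 2 T_CS libraries, 243 of them higher in replicate 1 and 24 by over 2-fold. There were 28 such genes in N_RT, 71 in N_CS and 58 in T_RT.

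Whether genes with a DRE were higher at room temperature was tested on the 46 tested genes of Table 2 and Table S4. The mean log2 fold change in T_RT versus N_RT was 0.93 (SD 1.49) for 28 genes with a DRE in those tables and 0.72 (SD 1.52) for 18 without, a difference of 0.21 with a two-sided permutation p of 0.645 from 100000 permutations. The means include fitted values from few counts at room temperature, whose size depends on the prior count. Such values are 3.99 for OsERF118, with a DRE (4 counts in T and 0 in N), and 2.23 for OsOPR6, without (1 and 0). Protein phosphatase 2C, without a DRE, had -2.24 (0 and 1). The test leaves open the hypothesis that DRE motifs upstream go with higher expression at room temperature in T, since the genes are few and were picked by the study for their change after cold.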
